# Obesity-induced galectin-9 is a therapeutic target in B-cell acute lymphoblastic leukemia

**DOI:** 10.1038/s41467-022-28839-y

**Published:** 2022-03-03

**Authors:** Miyoung Lee, Jamie A. G. Hamilton, Ganesh R. Talekar, Anthony J. Ross, Langston Michael, Manali Rupji, Bhakti Dwivedi, Sunil S. Raikar, Jeremy Boss, Christopher D. Scharer, Douglas K. Graham, Deborah DeRyckere, Christopher C. Porter, Curtis J. Henry

**Keywords:** Targeted therapies, Acute lymphocytic leukaemia, Cancer therapeutic resistance

## Abstract

The incidence of obesity is rising with greater than 40% of the world’s population expected to be overweight or suffering from obesity by 2030. This is alarming because obesity increases mortality rates in patients with various cancer subtypes including leukemia. The survival differences between lean patients and patients with obesity are largely attributed to altered drug pharmacokinetics in patients receiving chemotherapy; whereas, the direct impact of an adipocyte-enriched microenvironment on cancer cells is rarely considered. Here we show that the adipocyte secretome upregulates the surface expression of Galectin-9 (GAL-9) on human B-acute lymphoblastic leukemia cells (B-ALL) which promotes chemoresistance. Antibody-mediated targeting of GAL-9 on B-ALL cells induces DNA damage, alters cell cycle progression, and promotes apoptosis in vitro and significantly extends the survival of obese but not lean mice with aggressive B-ALL. Our studies reveal that adipocyte-mediated upregulation of GAL-9 on B-ALL cells can be targeted with antibody-based therapies to overcome obesity-induced chemoresistance.

## Abstract (web summary)

Obesity has been reported to promote tumourigenesis and chemoresistance but the underlying mechanisms are not completely understood. Here, the authors show that adipocytes induce Galectin-9 (GAL-9) expression in B-acute lymphoblastic leukaemia (B-ALL) cells which leads to chemoresistance and antibody-mediated blockade of GAL-9 increases survival in preclinical B-ALL murine models.

## Introduction

Obesity rates are reaching epidemic proportions with persons with obesity predicted to comprise a third of the world’s population by 2030^1,2^. This alarming trend poses serious health concerns given the increased incidence of both solid and hematological malignancies associated with obesity^3–5^. Furthermore, obesity significantly increases mortality rates in patients with various malignancies^6–8^.

The relationship between obesity and poor therapeutic outcomes has largely been attributed to the accumulation of adipocytes, which are thought to significantly alter drug pharmacokinetics;^9–11^ however, this correlation is still under investigation^12^. We are just beginning to dissect and appreciate how an adipocyte-rich microenvironment impacts hematopoiesis and hematological malignancies. Recently, obesity has been shown to compromise hematopoiesis by reducing the function of hematopoietic stem cells (HSCs) resulting from increased oxidative stress and the upregulation of the transcription factor GFI1^13^. Although obesity compromises the function of non-malignant HSCs, the converse is true for leukemia-initiating cells (LICs). In recent studies, adipocytes supported the growth of LICs and protected them from the cytotoxic effects of chemotherapies by secreting lipids and amino acids that LICs can use for β-oxidation and glutaminolysis, respectively^14,15^. This is not a passive process given the recent findings that leukemia cells in gonadal adipose tissue induce lipolysis in adipocytes, and the secreted lipids are subsequently transported into leukemia cells using the fatty acid transporter CD36^16^. These results highlight the impact of adipocytes on the function of HSCs and LICs. Despite these discoveries, we still lack effective treatment strategies to improve therapeutic outcomes in overweight and patients with obesity^17–20^. Given the mounting evidence that adipocytes directly alter the function of leukemia cells, we sought to identify obesity-induced pathways in B-ALL cells that could be targeted alone or in combination with front-line chemotherapies to improve therapeutic outcomes.

In this work, we show that adipocytes induce Galectin-9 (GAL-9) surface expression on human B-ALL and that the induction of this lectin is protective against environmental and chemotherapy-induced cytotoxicity. We also report that GAL-9 surface expression is higher on B-ALL cells isolated from pediatric patients with obesity relative to lean patients. Furthermore, in relapsed disease, higher GAL-9 gene expression levels are associated with poor survival outcomes. Notably, we demonstrate that αGAL-9 antibody treatment is highly cytotoxic to B-ALL cells in vitro and significantly extends the survival of obese mice with B-ALL.

## Results

### Obesity potentiates B-ALL progression

Leukemia is the most diagnosed cancer in children (20–25% of all diagnosed cases) and the 6th most diagnosed cancer in the United States each year^21–23^. Given the rising obesity rates in children and adults^24–26^, along with the association between obesity and carcinogenesis^27–29^, we sought to determine how obesity impacts B-ALL progression in mice. Two-month-old, C57BL/6 mice were fed control (10% fat) or high-fat (60% fat) diets for two months, leading to significant increases in the weight (Fig. 1a) of young mice fed high fat diets. Lean and obese mice were challenged with GFP-expressing BCR-ABL1^+^ *Arf*−/− murine B-ALL (mB-ALL) cells. In this model, B-cell leukemia can be established in immunocompetent mice without myeloablation, thus leaving the immune system and microenvironment unperturbed^30^. We observed dramatic differences in the survival of lean and obese mice challenged with mB-ALL. Specifically, 40% of lean mice survived challenge with mB-ALL, whereas, every obese mouse succumbed to leukemia-induced morbidity within one month of challenge (Fig. 1b). These data are consistent with previously published findings demonstrating that obesity significantly increased mortality in mice challenged with B-ALL^15,31^.

**Fig. 1:**
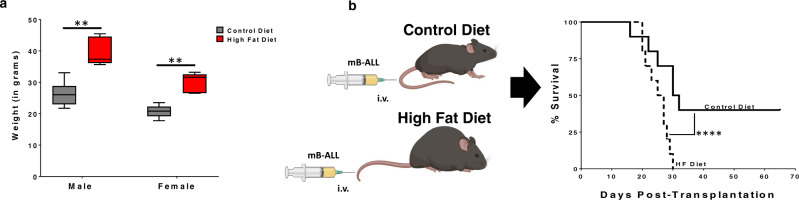
Obesity potentiates B-ALL progression. **a** C57BL/6 mice were maintained on control (Ctrl; 10% fat) and high-fat (HF; 60% fat) diets for 2 months, leading to a significant increase in weight gain in mice fed high-fat diets. Box and Whisker plots display the median, 25th, and 75th percentile. The whiskers extend from the minima to the maxima, respectively. Significance is denoted by **p < 0.01 using a two-sided Student’s *t-*test (*n* = 10 mice/group). **b** Mice fed control and high-fat diets were inoculated intravenously with 10^5^ Bcr-Abl^+^ *Arf−/−* murine B-ALL cells (mB-ALL) and survival was monitored. ****P < 0.0001, log-rank test, *n* = 10 mice/group.

### Adipocytes alter the function of B-ALL cells

To study the impact of adipocytes on B-ALL cells, we differentiated bone marrow stromal cells (BMSC) into adipocytes as previously described^32–34^. Using this method, adipocyte differentiation occurred rapidly and became pronounced by day 3 of culture, as indicated by the massive accumulation of lipid droplets (Supplementary Fig. 1a, b). Furthermore, adipocytes expressed higher levels of Fatty Acid Binding Protein 4 (FABP4), a marker of differentiated adipocytes^35^, relative to parental BMSCs (Supplementary Fig. 1c). The secreted levels of proinflammatory cytokines (Supplementary Fig. 2a) and chemokines (Supplementary Fig. 2b) were also consistently higher for adipocytes relative to BMSC, including for IL-6 and TNF-α (Supplementary Fig. 2c), which are hallmarks of chronic inflammation^3,36–38^.

After validating adipocyte differentiation, we next sought to determine how adipocyte-secreted factors impact the function of human B-ALL cells. One of the most striking phenotypes observed in adipocyte-conditioned medium (ACM)-exposed human B-ALL cells was the induction of extensive cellular aggregation which occurred in every human B-ALL cell line tested (representative data from 2 of 8 cell lines are shown; Fig. 2a); whereas, B-ALL cells remained in a single cell suspension when cultured in unconditioned medium (RPMI) or stromal cell-conditioned medium (SCM). Given these phenotypic changes, we next assessed the impact of unconditioned medium, SCM, or ACM on the function of human B-ALL cells. To this end, we cultured 5 human B-ALL cell lines in each condition for 3 days to assess the impact on proliferation, survival, and proteins regulating both processes. When B-ALL cells were cultured in unconditioned medium or SCM, the total number of leukemia cells increased by 6 to 10-fold over 3 days; whereas, all of the B-ALL cell lines cultured in ACM or recombinant TNF-α (a component of ACM) exhibited a 2 to 4-fold increase in density over the same period (Fig. 2b and Supplementary Fig. 1d). The lower number of human B-ALL cells observed in ACM cultures at day 3 could not be fully explained by increased cell death given that significant increases in apoptosis were observed in only 2 of the 5 human B-ALL cell lines cultured in ACM, and the extent of cell death never exceeded 30% over this period (Fig. 2c).

**Fig. 2:**
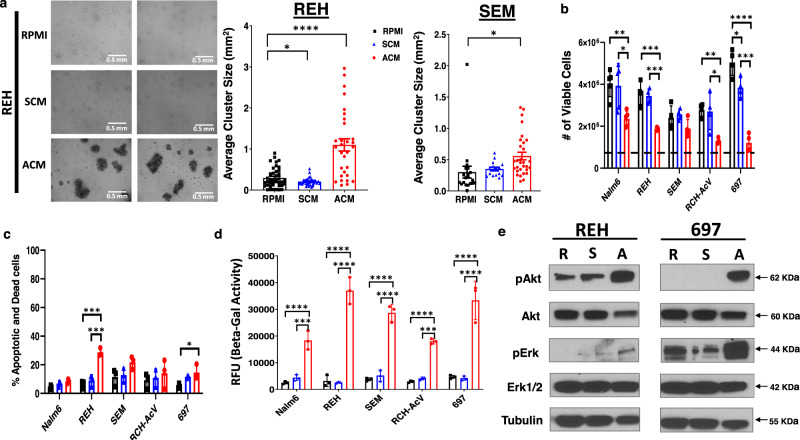
Adipocyte-secreted factors promote cellular aggregation and reduce the proliferation of human B-ALL cells. **a** REH and SEM B-ALL cell lines were cultured in unconditioned medium (RPMI), SCM, or ACM. Brightfield microscopy images were taken after 3 days and cluster sizes were determined by ImageJ analysis. **b** Human B-ALL cell lines (Nalm6, REH, SEM, RCH-AcV, and 697) were plated in RPMI, SCM, or ACM at a starting density of 5 × 10^5^ cells/well (indicated by the dotted line). The number of viable cells was determined on day 3 of culture using trypan blue exclusion assays. **c** The percentage of apoptotic or dead cells in **b** was determined using Annexin V/PI assays and analyzed using flow cytometry. **d** Human B-ALL cell lines were cultured in RPMI, SCM, or ACM for 24 h. Lysates were harvested and β-Galactosidase activity was determined using the Senescence β-Galactosidase Activity Assay Kit (Cell Signaling Technology) per the manufacture’s protocol. **e** Human B-ALL cell lines (REH and 697) were treated with RPMI, SCM, or ACM for 24 h and the protein levels of AKT and ERK (phospho- and total) were determined via western blot analysis. Means + s.d. are shown for **a**, **b**, **c** and **d**. *P < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001, one-way ANOVA with Tukey’s post-test, *n* = 3 independent experiments for **a**, **b**, **c**, and **d**. A representative of *n* = 3 experiments is shown in **e**. Western blot source data are provided in the Source Data file.

Given that increased apoptosis could not explain the reduced number of human B-ALL cells cultured in ACM relative to the other conditions tested, we hypothesized that adipocyte-secreted factors may induce cellular senescence in human B-ALL cells. To test this hypothesis, we cultured human B-ALL cells in unconditioned, SCM, or ACM for 24 h and measured β-Galactosidase (β-Gal) activity to determine the induction of senescence. Indeed, relative to responses observed in human B-ALL cells cultured in unconditioned medium and SCM, we observed significant increases in β-Gal activity in every human B-ALL cell line cultured in ACM (Fig. 2d). Furthermore, pathways involved in inducing senescence, including AKT^39–41^, ERK^42–44^, XIAP^45–47^, and BCL-xL^48–50^, were activated to varying degrees, in human B-ALL cells when cultured in ACM (Fig. 2e and Supplementary Fig. 3). Overall, our results demonstrate that adipocyte-secreted factors induce the aggregation of human B-ALL cells and induce cellular senescence, the latter of which we hypothesized would reduce chemosensitivity.

### Adipocytes promote chemoresistance

Given these observations, we next sought to determine how pre-conditioning B-ALL cells with ACM impacted their responses to chemotherapy treatment. In patients with obesity, leukemia cells would be exposed to an adipose-rich microenvironment prior to and during chemotherapy administration. To mimic this scenario in vitro, human B-ALL cell lines were pre-treated for 24 h with RPMI (unconditioned medium), SCM, or ACM prior to the addition of chemotherapies commonly used in the treatment of B-ALL. As expected, methotrexate (MTX), doxorubicin (DOX), and vincristine (VIN) each induced significant cytotoxicity in human B-ALL cell lines in unconditioned medium, and drug-mediated cytotoxicity was not impacted by pre-conditioning with SCM (Fig. 3a–d). Strikingly, chemotherapy-induced cell death for each drug tested was significantly decreased by 20–50% in cultures pre-treated with ACM (Fig. 3a–d). Similar to chemoresistance induced in human B-ALL cells by in vitro differentiated adipocytes, conditioned medium (CM) from primary adipocytes also significantly reduced MTX-mediated cytotoxicity by 20–40% (Supplementary Fig. 4a, b). In contrast, significant leukemia cell death was observed in human B-ALL cells cultured in fibroblast and osteoblast CM after MTX treatment (Supplementary Fig. 4c, d). In all, these data corroborate previously published studies demonstrating adipocyte-induced chemoresistance to multiple anti-leukemia agents, including nilotinib^15^, dexamethasone^15^, vincristine^15,51^, daunorubicin^51,52^, and L-asparaginase^14^ in B-ALL cells.

**Fig. 3:**
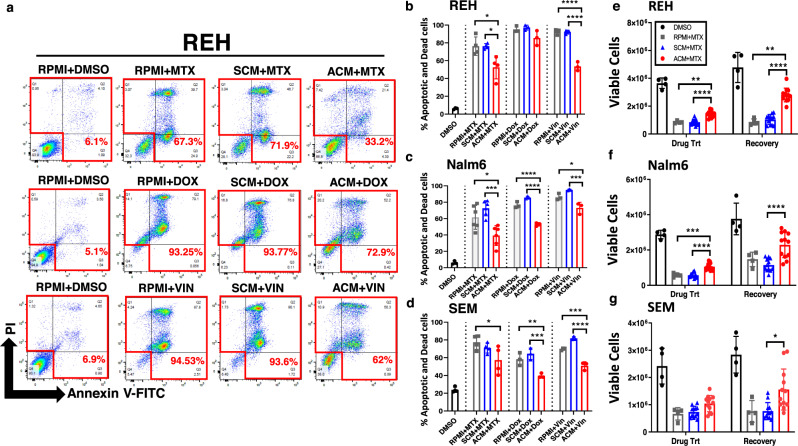
Adipocyte-secreted proteins induce chemoresistance in human B-ALL cells. Human B-ALL cell lines (REH, Nalm6, and SEM) were preconditioned for 24 h with unconditioned medium (10% RPMI), SCM, or ACM prior to treatment with vehicle (DMSO), methotrexate (MTX), doxorubicin (DOX) or vincristine (VIN) for an additional 2 days (cells remained in CM during chemotherapy treatment). **a** Representative primary data for REH cells are shown. **b** The percentage of apoptotic and dead cells on day 3 of culture for each cell line was determined using Annexin-V/ PI staining followed by flow cytometric analysis. **e**–**g** B-ALL cells were cultured in RPMI, SCM, or ACM and then treated with MTX as described in **a**–**d** (Drug Trt). On day 3 of culture, cells were harvested, and equal numbers of viable cells were cultured in MTX-free medium for an additional 3 days (Recovery). Viable cells were identified and enumerated using trypan-blue exclusion assays. Means ± s.d. are shown (**p < 0.01, ***p < 0.001, and ****p < 0.0001, *n* = 3 independent experiments, one-way ANOVA with Tukey’s post-test).

To determine the nature of the adipocyte-secreted factor that induced chemoresistance, human B-ALL cells were conditioned with nuclease, lipase, or protease-treated RPMI, SCM, or ACM prior to exposure to MTX. Protease treatment of ACM abolished its ability to confer chemoresistance to human B-ALL cells (Supplementary Fig. 5a-c). In contrast, treatment with nucleases or lipases had no significant impact on chemo-protection conferred by ACM (Supplementary Fig. 5d, e). To determine if direct contact with adipocytes was capable of conferring chemoresistance to B-ALL cells, human B-ALL cells were co-cultured with BMSCs or adipocytes (ADP) for 3 days in the presence of MTX. Similarly to ACM, co-culturing B-ALL cells with adipocytes, but not BMSC, conferred chemoresistance to MTX (Supplementary Fig. 6). Furthermore, the degree of protection was comparable to that observed in human B-ALL cells cultured in ACM (Fig. 3a–d). These results suggest that adipocyte-secreted proteins are largely responsible for inducing chemoresistance in human B-ALL cells. To determine if the surviving B-ALL cells maintain proliferative capacity when the drug was no longer present, human B-ALL cells were pre-conditioned with RPMI, SCM, or ACM and treated with MTX and then equal numbers of viable cells were cultured in RPMI without MTX for an additional 3 days. In these studies, cell density was significantly increased after removal of MTX in cultures of ACM-conditioned leukemia cells relative to cells conditioned with RPMI or SCM (Fig. 3e–g). Thus, ACM-exposed B-ALL cells are more resistant to the cytotoxic effects of chemotherapies commonly used for treatment of B-ALL and have an enhanced ability to proliferate when chemotherapy treatment is discontinued.

### ACM induces global gene expression changes in B-ALL cells

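RNA was sequenced from REH and RCH-AcV cells, established human B-ALL lines. REH carries the ETV6-RUNX1 fusion. Each line was cultured in unconditioned RPMI medium, in medium conditioned by murine OP-9 bone marrow stromal cells (SCM) or in medium conditioned by OP-9 cells differentiated into adipocytes (ACM). The cultures lasted 48 h, with or without the antifolate methotrexate (MTX) for the last 24 h. The sample labels give 50 nM MTX. These 2 lines, 3 media and 2 drug states gave 12 libraries with 1 library per condition, so no difference between single libraries has a replicate check. The authors aligned the reads to hg38 with STAR, kept uniquely mapped reads, marked PCR duplicates and deposited RPKM values, which are read numbers scaled to the length of the gene and the depth of the library, for 13198 genes. The gene lengths, the counting tool and the use of strand are not given in the sources used here.
Raw counts were not used here, but low RPKM values lie on steps worth 1 read, and these steps gave the relative depth of the libraries. Relative to the REH library in RPMI without MTX, depth ranged from 0.919 in REH cells in SCM with MTX to 1.25 in RCH-AcV cells in RPMI with MTX. With annotated exon lengths the reference library held approximately 10200000 reads on genes, an estimate that depends on those lengths. Of 400 genes of moderate RPKM, 42.5% came out as whole reads in all 12 libraries at a root mean square tolerance of 0.06. Values were compared as log2(RPKM + 1) over the 10353 genes with a mean RPKM of at least 1, so the change of low genes is understated. The ACM effect was the log2 difference between ACM and the mean of RPMI and SCM within a line and drug state. Tests across genes used limma and treated the 4 combinations of line and drug state as blocks, so these combinations stood in for replicates.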

To address the mechanism of ACM-induced chemoresistance, we explored gene expression changes in human B-ALL cells exposed to RPMI, SCM, and ACM in the presence and absence of MTX. Principal component analysis (PCA) of RNA-sequencing results revealed that culturing human B-ALL cells in the various conditioned media elicited distinct gene expression profiles, which were further altered when cells were treated with the chemotherapy methotrexate (Fig. 4a–d). In addition to PCA analysis, unsupervised hierarchical clustering revealed further insight into conditioned medium-mediated modulation of gene expression changes in human B-ALL cells. 

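Principal components were computed for the 3 libraries of each line and drug state, for which 2 components hold all of the variance. The first therefore always holds the larger share, and without MTX the second still held 44.2% in REH cells and 33.7% in RCH-AcV cells. Without MTX, the first component held 55.8% of the variance in REH cells and 66.3% in RCH-AcV cells, and it set the RPMI library apart from the SCM and ACM libraries. With MTX, the first component held 84.8% in REH cells and 87.9% in RCH-AcV cells, and it set the ACM library apart from the other two. The library set apart was the same under all 7 alternative settings tried. Scaling each gene to unit variance moved the shares most, to 53.8% and 59.0% without MTX and to 67.7% and 73.8% with MTX.
Between the libraries with and without MTX, the root mean square log2 difference over genes was 0.588 in RPMI, 0.592 in SCM and 0.294 in ACM for REH cells. In RCH-AcV cells it was 0.548 in RPMI, 0.498 in SCM and 0.219 in ACM. At least 2-fold higher with MTX were 489 genes in RPMI, 508 in SCM and 19 in ACM in REH cells, and 440, 316 and 12 genes, respectively, in RCH-AcV cells. At least 2-fold lower were 243, 280 and 27 genes in REH cells and 161, 93 and 11 in RCH-AcV cells. Over the 6 combinations of line and medium, limma called 2910 genes higher and 1616 lower with MTX at an adjusted p below 0.05. This split depended on the scaling of the libraries, with 2265 higher and 2050 lower after median-ratio scaling and 1967 higher and 2123 lower after quantile normalization. Among the highest log2 differences of genes that rose in all 6 combinations were 3.53 for JUN (standard error 0.66, adjusted p = 0.0054), 3.33 for ATF3, 3.14 for RGS16 and 2.68 for BBC3. The lowest among genes that fell in all 6 were -1.52 for SNHG3, -1.51 for DANCR, -1.50 for SNORD14A, -1.48 for SNORA40 and -1.39 for PUS7. SNORD14A and SNORA40 lie within other genes, and without the authors' use of strand and overlaps their values are uncertain.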

As demonstrated by PCA analysis, culturing human B-ALL cells in ACM induced a unique gene expression profile relative to signatures observed when cells were cultured in unconditioned medium or SCM, with these groups exhibiting similar genetic profiles (Fig. 4e). Furthermore, without drug exposure, gene profiles were distinct between RCH-AcV and REH cells cultured in ACM (Fig. 4e). 

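Without MTX, the distance between libraries, as the root mean square log2 difference over genes, lay between 0.160 and 0.214 for all pairs of media. In REH cells it was 0.179 between ACM and RPMI, 0.162 between ACM and SCM and 0.171 between SCM and RPMI. In RCH-AcV cells the same distances were 0.214, 0.160 and 0.199, so that ACM and SCM were the nearest pair in both lines. With 1 library per condition these distances have no replicate check. Hierarchical clustering of the 6 libraries without MTX over all 10353 genes (1 minus Pearson correlation, average linkage) joined ACM with SCM in each line, and RPMI was outside. The paper's methods state that its clustering displays candidate genes for ACM, which is a different set of genes. When only the 46 genes at least 1.5-fold higher or lower in ACM than in both other media in either line were used, RPMI joined SCM in each line and ACM was outside. That order follows from the way these genes were chosen, and in RCH-AcV cells ACM joined SCM when genes were kept at a mean RPKM of at least 5 or at an RPKM above 0.1 in every library.
With MTX, the distances from ACM rose to 0.504 and 0.448 in REH cells and to 0.381 and 0.407 in RCH-AcV cells, against RPMI and SCM respectively. Those between SCM and RPMI were 0.236 and 0.168. Over all 4 combinations of line and drug state, limma called 2 genes higher in ACM than in the mean of RPMI and SCM and 0 genes lower, and 2189 genes had an unadjusted p below 0.05. CPT1A was higher by 1.25 (log2, standard error 0.09, adjusted p = 0.00054) and VPREB3 by 1.44 (standard error 0.16, adjusted p = 0.023), each in 4 of 4 combinations. With a minimum mean RPKM of 5 the number was 6 higher and 1 lower. Against RPMI alone 1 gene was called, CPT1A at 1.20, and against SCM alone 2 genes were, VPREB3 at 1.86 and CPT1A at 1.31. With either RCH-AcV combination left out, neither of these 2 contrasts called a gene, and the call of VPREB3 against the mean of both media was lost with no filter on low values or with any combination but REH without MTX left out. Between SCM and RPMI, limma called 0 genes, and 369 had an unadjusted p below 0.05. The error term of all these contrasts also holds the change of the ACM effect with MTX, which can hide differences. The 0 calls thus do not show that SCM and RPMI are alike.

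**Figure D1:**
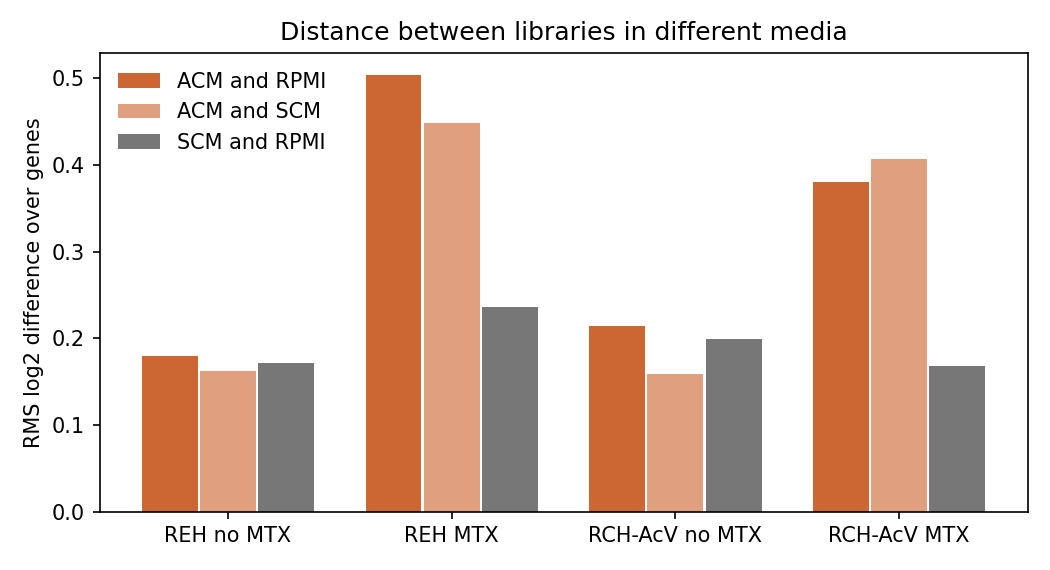
Root mean square log2 difference over 10353 genes between pairs of media, for each line and drug state, with 1 library per condition and no error bars. Both bars for ACM stand above that for SCM and RPMI only with MTX, where they lie between 0.381 and 0.504.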

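Without MTX, the ACM effects of the lines were weakly related over genes, which are not independent replicates (Pearson's r = 0.18, Spearman's rho = 0.11). For RPMI as the medium of interest the values were -0.09 and -0.16, and for SCM 0.04 and 0.05. The reference moved the relation most, as r was 0.03 and rho was -0.06 against RPMI alone. In REH cells, 26 genes were at least 1.5-fold higher and 5 were lower in ACM than in both other media. In RCH-AcV cells, 14 were higher and 3 were lower. Only 1 gene was higher and 1 lower in both lines, CPT1A and HIST1H2BJ. The libraries clustered by line and not by medium. Among genes with the same direction against both media in both lines, the weakest log2 difference was largest for CPT1A at 0.91, followed by DDIT4 at 0.57, SRGN at 0.50, ITGB2 at 0.48 and CD82 at 0.44. At the other end were HIST1H2BJ at -0.71, MIR621 at -0.37, MTHFS at -0.31, EXOSC8 at -0.30 and HIST1H2BC at -0.30. The paralogous histone genes and the microRNA gene are uncertain, since reads of near-identical or overlapping genes may have been lost or assigned to either. A difference of the ACM effect between the lines, tested over both drug states with limma, was called for 0 genes, and 321 genes had an unadjusted p below 0.05. The error term of this test also holds the change of the ACM effect with MTX. The 0 calls thus do not show that the lines respond alike.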

Remarkably, these responses changed dramatically when B-ALL cells were treated with methotrexate in the presence of adipocyte secreted factors, where a subset of genes increased and another subset decreased in both human B-ALL cell lines tested (Fig. 4f and Tables 1–2).

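With MTX, 60 genes were at least 1.5-fold higher in ACM than in both RPMI and SCM in both lines, and 300 genes were at least 1.5-fold lower. If the lines were independent, 3.82 and 37.8 genes would be shared. In REH cells alone 260 genes were higher and 715 were lower, and in RCH-AcV cells 152 were higher and 548 were lower. No gene had opposite directions in the lines. With RPMI as the medium of interest 0 genes were higher and 0 lower in both lines, and with SCM 2 were higher and 1 was lower. The counts depended most on the threshold, with 6 higher and 91 lower at 2-fold. After median-ratio scaling 102 genes were higher and 228 were lower, and after quantile normalization 102 and 223. Clustering of the 6 libraries with MTX over these 360 genes joined the ACM libraries of both lines, whereas over all genes the libraries joined by line. The way these genes were chosen favours the joining of the ACM libraries. Over the 1315 genes specific to ACM in either line the libraries joined by line, except with genes scaled to unit variance. With a pseudocount of 0.1, by which 639 genes were specific to ACM, the libraries joined by line over those genes too.
The ACM effects of the lines were related over genes, with r = 0.71 and rho = 0.69. With RPMI or SCM as the medium of interest r was 0.56 and 0.52, and in these the ACM library is part of the reference. In limma, the ACM effect with MTX differed from that without MTX for 1690 genes, of which 600 were higher and 1090 were lower with MTX. After median-ratio scaling these were 884 and 842. The weakest log2 difference over both media and lines was largest for MYC at 1.24, UGT3A2 at 1.19, CPT1A at 1.15, VPREB3 at 1.13 and SAPCD2 at 1.04. It was lowest for ATF3 at -3.24, RGS16 at -2.78, LINC01679 at -2.50, PHLDA3 at -2.48 and BBC3 at -2.43. Among genes called for a difference with MTX, the largest were MYC at 1.57 (standard error 0.18, adjusted p = 0.0021), DANCR at 1.42, SAPCD2 at 1.36, PLK1 at 1.31 and SNHG4 at 1.27. Among the lowest were ATF3 at -4.31 (standard error 0.30, adjusted p = 0.00016), JUN at -3.98, RGS16 at -3.86 and BTG2 at -3.31. For its candidates associated with chemoresistance in both lines, the paper selected gene sets by GISPA within each line and integrated results by intersection. GISPA ranks genes by how well they match an increased or decreased profile in one group. The paper states that its single replicates do not allow the usual estimates of significance.

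**Figure D2:**
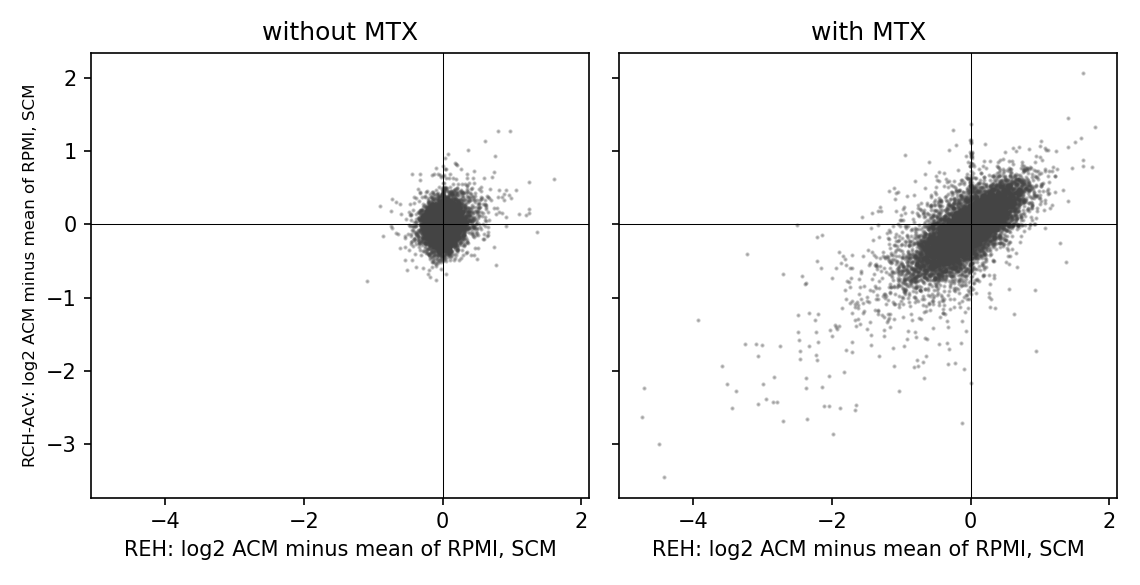
ACM effect (log2 ACM minus the mean of RPMI and SCM) in REH cells on the horizontal axis and in RCH-AcV cells on the vertical axis, without MTX on the left and with MTX on the right. Each point is 1 of 10353 genes, and the points spread along the diagonal only with MTX (r = 0.71 against 0.18).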

**Fig. 4:**
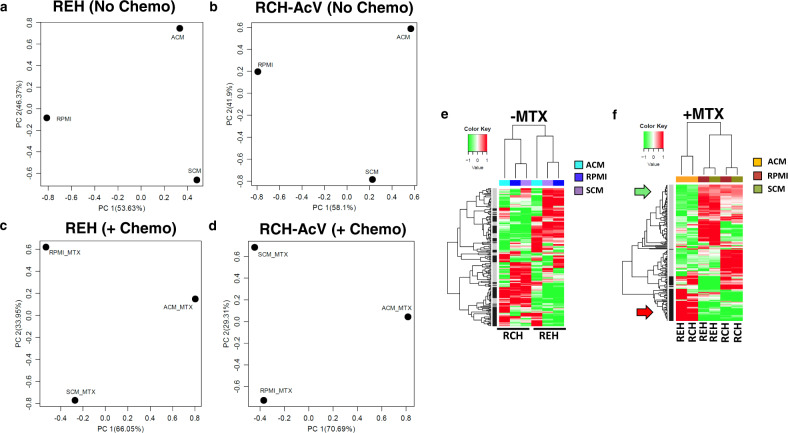
Adipocyte-secreted factors induce significant gene expression changes in human B-ALL cells in the absence and presence of methotrexate. Human B-ALL cell lines (REH and RCH-AcV) were cultured with ACM for 48 h or preconditioned with ACM for 24 h and cultured with MTX for an additional 24 h (48 total hours of culture). After 48 h of culture, B-ALL cells were harvested, and RNA isolated for RNA-sequencing analysis. **a**–**d**, RNA-sequencing results were analyzed using principal component analysis (PCA). **e**–**f**, Unsupervised hierarchical clustering analysis and heatmaps of the RNA-sequencing results are shown with genes upregulated in ACM indicated in black (along with red arrow) and genes downregulated in ACM indicated in gray (along with the green arrow). Treatment conditions are color-coded at the top of the heatmap.

**Table 1:** Genes associated with chemoresistance in both human B-ALL cell lines.

Genes associated with chemoresistance in both human B-ALL cell lines. REH & RCH-AcV (ACM + MTX); p-value cutoff of 0.01	
Upregulated	Downregulated
*RSPRY1*	*CCDC17*
*RAD17*	*LINC00176*
*SDF2L1*	*IK*
*VPS9D1-AS1*	*NSMCE2*
*OXNAD1*	*MYO5C*
*STAT6*	*ASTN2*
*MIR7161*	*RAN*
*MCMBP*	*MORF4L2-AS1*
*LINC00624*	*THOP1*
*ODF2L*	*CDS2*
*TSC1*	*MOGS*
*LINC00562*	*AFF4*
*PPARGC1B*	*‘PIK2IP1*
*CD3EAP*	*NAIP*
*SLCO4A1-AS1*	*ZFP36L1*
*ARRDC4*	*RAB15*
*RCN1*	*TMEM217*
*LINC013355*	*PEX19*
*TMEM88*	*LIG1*
*MYD88*	*PHLDA3*
*CNOT8*	*GADD45A*
*CHRNA5*	*RHEB*
*FMNL2*	*TSGA10*
*HLA-E*	
*CRACR2A*	
*CDNF*	
*LINC01144*	
*RHNO1*	
*XYLT1*	
*EIF5AL1*	
*PDIA5*	
*DDN*	
*EFNA3*	
*SLC25A16*	
*TLCD1*	
*GPR137C*	
*ZFP36L2*	

This table contains genes identified as being associated with chemoresistance in both cell lines using a p-value cutoff of 0.01. 

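Of the 37 genes the table lists as upregulated, 29 were found in the RPKM values, and 17 of these were higher in ACM than in both RPMI and SCM in both lines with MTX. Lower than both media in both lines were 5 genes, ODF2L, TSC1, HLA-E, RHNO1 and GPR137C, and 7 were mixed. Over all genes with a mean RPKM of at least 1, 23.9% were higher than both media in both lines. The median ACM effect of the upregulated genes with MTX was 0.22 in REH cells and 0.24 in RCH-AcV cells, and without MTX it was 0.02 and -0.01. The highest effects with MTX were 1.40 for DDN and 1.08 for CHRNA5 in REH cells and 0.82 for SDF2L1 and 0.76 for PPARGC1B in RCH-AcV cells. The lowest were -0.53 for TSC1 in REH cells and -0.76 for ARRDC4 in RCH-AcV cells. Of the 23 genes listed as downregulated, 22 were found, with 1 printed symbol read as PIK3IP1. Lower than both media in both lines were 16 of them, 3 were higher (RAN, MOGS and RHEB) and 3 were mixed, while 36.2% of all genes were lower. Over the 22 found, the median ACM effect with MTX was -0.53 in REH cells and -0.28 in RCH-AcV cells. Without MTX it was -0.04 in REH cells and -0.00 in RCH-AcV cells. Over the 17 genes with a mean RPKM of at least 1, the median with MTX was -0.29 in REH cells and -0.29 in RCH-AcV cells. The lowest ACM effects were those of PHLDA3, -3.44 and -2.50, and GADD45A, -3.38 and -2.27, in REH and RCH-AcV cells respectively. GADD45A lies on chromosome 1 of GRCh38 from 67685201 to 67688334 and PHLDA3 on chromosome 1 from 201464278 to 201469237. PHLDA3 was at 1.58 RPKM in ACM, 27.9 in RPMI and 26.2 in SCM in REH cells with MTX, and at 3.35, 23.3 and 23.9 RPKM in RCH-AcV cells. Reads of EIF5AL1 and RAN, which have near-identical copies elsewhere, are uncertain. These genes were selected by the paper on the same libraries, so the tally is not independent evidence.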

Notably, this list did not contain many mediators of cellular aggregation or adhesion, which was a prominent phenotype observed in human B-ALL cells cultured in adipocyte-conditioned media.

**Table 2:** Genes associated with chemoresistance in both human B-ALL cell lines.

Genes associated with chemoresistance, signaling, and adhesion in both human B-ALL cell lines. REH & RCH-AcV (ACM + MTX); p-value cutoff of 0.05
Upregulated
*LGALS9*
*ST3GAL6*
*LGALSL*
*LGALS1*
*LGALS3BP*
*LGALS8*
*CD44*
*CD69*
*ICAM1*
*ICAM2*
*ICAM3*
*ICAM4*
*ICAM5*
*PCDH1*
*PCDHGC3*
*PCDH9*
*CDH24*
*CDH2*
*ITGA4*
*ITGB1BP1*

This table contains genes identified as being associated with chemoresistance in both cell lines using a p-value cutoff of 0.05. The p-value cutoff of 0.05 was used to nominate upregulated genes associated with adhesion and aggregation which could be involved in the induction of chemoresistance. 

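All 20 genes of the table were found in the RPKM values. With MTX, 3 were higher in ACM than in both RPMI and SCM in both lines (LGALSL, LGALS3BP and ITGA4), 5 were lower than both in both lines (LGALS9, CD69, ICAM1, ICAM2 and ICAM3), and 12 were mixed. After median-ratio scaling 5 genes were higher, and after quantile normalization 6 were. ITGA4 had an ACM effect of 0.26 in REH cells and 0.40 in RCH-AcV cells with MTX, and LGALS3BP had 0.47 and 0.23. ICAM1 had -0.68 and -2.10, and CD69 had -0.64 and -1.18. LGALS1 moved in opposite directions, with 1.37 in REH cells and -0.52 in RCH-AcV cells. CDH2 was listed at 0 in all 6 REH libraries and at 8.88 to 11.0 RPKM in RCH-AcV cells. Over the list the median ACM effect was 0.00 in REH cells and -0.08 in RCH-AcV cells with MTX, and 0.10 and 0.01 without MTX. Among 81 assignments of the ACM library within the 4 combinations of line and drug state, a two-sided exact permutation test gave the lowest p for ITGA4, at 0.074, higher in 4 of 4 combinations (mean log2 difference 0.29). Adjusted over the list alone (Benjamini-Hochberg), this p was 0.44, and the smallest p that the design allows is 0.012. The genes were chosen by the paper on these libraries, so this is not independent evidence.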

We chose to focus on Galectin-9 in this study because the *LGALS9* gene validated in several human B-ALL cell lines and its surface expression was the only one consistently upregulated on human B-ALL cells (*n* = 8) cultured in adipocyte-conditioned medium.

### Adipocytes upregulate Galectin-9 on B-ALL cells

Among candidates identified through RNA sequencing, we assessed the expression of 20 candidate molecules on 8 human B-ALL cell lines (Table 2) in ACM, including GAL-9, due to its known role in promoting cellular aggregation and a recently described role in acute myeloid leukemia^53^. Only GAL-9 exhibited increased gene and surface expression in every human B-ALL cell line tested, and this was induced by both adipocyte-secreted factors (Fig. 5a, b and Supplementary Fig. 7a, b) and in adipocyte co-culture assays (Fig. 5c and Supplementary Fig. 7c). Given that ACM alone was sufficient to induce GAL-9 surface expression on human B-ALL cells, we next sought to identify specific adipocyte-secreted cytokines, which modulated the expression of this lectin. Based on our Luminex and ELISA analyses of the adipocyte and stromal cell secretomes (Supplementary Fig. 2a–c), we chose to determine whether GAL-9 surface expression on human B-ALL cells was regulated by cytokines secreted at significantly higher levels by adipocytes than by bone marrow stromal cells (Supplementary Fig. 2a-c and 8a). To this end, we treated several human B-ALL cell lines with increasing doses of TNF-α, IL-1β, IL-6, and IP-10. Of these, only TNF-α was found to upregulate GAL-9 surface expression on human B-ALL cells (Fig. 5d, Supplementary Fig. 8b, c). This observation is in line with TNF-α mediated upregulation of Galectin-9 in astrocytes and synovial fibroblasts^54,55^. Despite administration of recombinant TNF-α being sufficient to induce GAL-9 surface expression on human B-ALL cell lines, neutralization of TNF-α from ACM resulted in only a modest decrease in GAL-9 surface expression on B-ALL cells which supports the likelihood that multiple adipocyte-secreted factors contribute to the upregulation of GAL-9 surface expression on B-ALL cells (Supplementary Fig. 8d–f). Overall, these results demonstrate that adipocyte-secreted factors, including TNF-α, induce GAL-9 surface expression on human B-ALL cells.

**Fig. 5:**
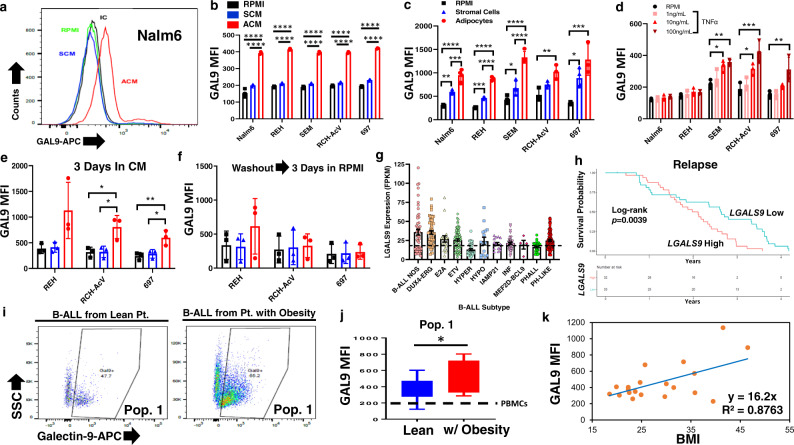
Adipocytes induce Galectin-9 surface expression on human B-ALL cells. **a**, **b** Human B-ALL cell lines were cultured in unconditioned medium (RPMI), SCM, or ACM for 24 h. **c** In parallel experiments, leukemia cells were co-cultured with stromal cells (SC) or adipocytes (ADP) for 3 days. **a**–**c** GAL-9 surface expression was determined via flow cytometry. **d** Human B-ALL cell lines were cultured with control Ig in RPMI or recombinant TNF-α for 3 days. The surface expression of GAL-9 was determined as described in **a**–**c**. **e**,**f** Human B-ALL cell lines were cultured in RPMI, SCM, or ACM for 3 days. **e** A portion of cells were stained for GAL-9 surface expression. **f**, An equal number of viable cells (5 × 10^5^ cells/well) were re-plated for 3 days in conditioned medium before determining GAL-9 surface expression using flow cytometric analyses. **g** *LGALS9* gene expression levels in patient samples with the indicated B-ALL subtypes were determined using the St. Jude PeCan Data Portal. The dotted lines indicate expression levels in PBMCs from lean donors obtained from the EMBL-EBI Expression Atlas (Genotype-Tissue Expression [GTEx] Project; *n* = 454). **h** Patient survival with relapsed B-ALL expressing low or high levels of *LGALS9* was determined using the TARGET dataset. “Low” denotes patients with *LGALS9* levels below the median and “high” denotes above the median. **i**-**j**, PBMCs were obtained from lean pediatric patients (*n* = 8) and pediatric patients with obesity (w/ obesity; *n* = 8) with B-ALL. **i**,**j** Flow cytometric primary data are shown for GAL-9 surface expression on leukemic blasts expressing low levels of CD19 (Pop. 1) (Supplementary Fig. 6 has gating strategies and Table 1/2 contain patient demographics). The dotted line in j represents the average GAL-9 MFI on non-malignant B-cells from healthy donors. Boxplots display the 25^th^ and 75^th^ percentile. The whiskers extend from the minima to the maxima, respectively. **k**, The relationship between BMI and surface GAL-9 expression on CD19^+^ cells (normal cells and leukemia blasts) was determined for Pop. 1. Means ± s.d. are shown in **b**–**g** and **j**. Statistical significance is denoted by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* = 5 independent experiments, one-way ANOVA with Tukey’s post-test (**b-f**) or two-sided Student’s *t*-test (**j**)).

To determine whether the increased surface expression of GAL-9 required continued exposure to adipocyte-secreted factors, human B-ALL cells were cultured in unconditioned medium or CM for 3 days, washed, and cultured in unconditioned for an additional 3 days with GAL-9 surface expression assessed before and after the removal of CM. As previously observed, culturing human B-ALL cells in ACM significantly induced GAL-9 surface expression relative to levels observed on leukemia cells cultured in unconditioned medium or SCM (Fig. 5e). However, removing the conditioned medium and re-plating the cells in unconditioned medium resulted in GAL-9 surface levels returning to baseline (surface levels observed on human B-ALL cells cultured in RPMI) in each of the cell lines tested (Fig. 5f). Exposing human B-ALL cells to ACM did not alter the baseline surface expression of T-cell immunoglobulin and mucin-domain containing-3 (TIM-3), the canonical receptor for GAL-9 (Supplementary Fig. 9a); however, ACM induced significant colocalization of GAL-9 and TIM-3 on human B-ALL cells (Supplementary Fig. 9b).

Given the strong induction of GAL-9 in ACM-exposed human B-ALL cell lines, we next mined publicly available databases to examine the expression levels of *LGALS9* (the gene encoding GAL-9) and *HAVCR2* (the gene encoding TIM-3) in leukemia cells from patients at diagnosis and relapse. At diagnosis, the expression of *LGALS9* is increased in acute myeloid leukemia (AML), B-ALL, and mixed lineage leukemia (MLL) compared to gene expression levels found in normal peripheral blood mononuclear cells (PBMCs), with samples from patients with B-ALL expressing (on average) the highest *LGALS9* levels (Supplementary Fig. 7d). Further analyses of B-ALL subtypes revealed varying but consistently elevated levels of *LGALS9* expression in samples from patients with different subtypes of B-ALL relative to levels found in normal PBMCs (Fig. 5g). In contrast, *HAVCR2* was expressed at lower levels in leukemia patient samples than observed in PBMCs (Supplementary Fig. 9c). Additionally, high levels of *LGALS9* expression were associated with significantly decreased overall survival in patients with relapsed B-ALL (Fig. 5h).

To examine the impact of body mass index (BMI) on GAL-9 and TIM-3 expression, RNA and surface protein levels were determined on PBMCs collected from lean patients and patients with obesity at diagnosis of leukemia (Table 3). Samples from patients with obesity had significantly higher levels of the short isoform of the *LGALS9* mRNA compared to samples from lean patients with B-ALL (Supplementary Fig. 7g). In contrast, the expression of *HAVCR2* was not significantly different in B-ALL cells from lean patients and patients with obesity (Supplementary Fig. 9d). In addition, both the percentage of B-ALL cells with surface expression of GAL-9 and the average level of GAL-9 surface expression were significantly increased on B-ALL cells from patients with obesity relative to B-ALL cells from lean patients (Fig. 5i, j, Supplementary Fig. 7h). In contrast, TIM-3 surface expression was not significantly different on primary B-ALL cells isolated from lean patients and patients with obesity (Supplementary Fig. 9e), consistent with observations in B-ALL cell lines cultured with ACM relative to unconditioned medium and SCM (Supplementary Fig. 9a). To determine if the GAL-9 surface levels differed on B-cells isolated from individuals without leukemia and those with B-ALL, we performed linear regression analysis to determine if there was a relationship between GAL-9 surface expression on B-cells and BMI (Fig. 5k and Table 4). In these studies, we found a significant correlation between GAL-9 surface expression and BMI on smaller, less granular CD19-expressing B-cells (Fig. 5k, Supplementary Fig. 7e, f); however, this relationship was less apparent in larger, more granular CD19-expressing B-cells (Supplementary Fig. 7e, f, Supplementary Fig. 7i). In all, these data demonstrate that adipocytes directly increase GAL-9 expression on human B-ALL cells, which is also elevated on the surface of leukemia cells isolated from patients with obesity.

**Table 3:** Patient and donor demographics for Fig. 5j.

	All Patients		BMI-5th and 85th Percentile (calculated using weight/height/age)		BMI ≥ 95th Percentile (calculated using weight/height/age)		*P* value
Characteristic	**No**.	**%**	**No**.	**%**	**No**.	**%**	
Gender							>0.999
Male	9	56.0	5	63.0	4	50.0	
Female	7	44.0	3	37.0	4	50.0	
Age (years)							0.004
Mean ± SD	14.2 ± 2.5	12.6 ± 1.6	15.9 ± 2.2				
Range	10.3–19.3	10.3–14.6	13.2–19.3				
Ethnicity							>0.999
Hispanic	3	19.0	1	12.0	2	25.0	
Non-Hispanic	13	81.0	7	88.0	6	75.0	
Race							0.549
Caucasian	9	56.0	5	63.0	5	63.0	
African American	5	31.0	3	37.0	2	25.0	
Other	1	6.0	0	0.0	1	12.0	
Initial WBC							0.569
<50,000	12	75.0	7	88.0	5	63.0	
≥50,000	4	25.0	1	12.0	3	37.0	
CNS Disease							0.106
CNS 1	11	69.0	7	88.0	4	50.0	
CNS 2	5	31.0	1	12.0	4	50.0	
CNS 3	0	0.0	0	0.0	0	0.0	
MRD							0.158
<0.01	13	81.0	8	100.0	5	63.0	
≥0.01	2	13.0	0	0.0	2	25.0	
N/A	1	6.0	0	0.0	1	12.0	

This table contains donor demographics with the *p*-value cutoff of 0.05 which was used to determine significant changes between donor parameters. The body mass index (BMI) was calculated using the Centers for Disease Control and Prevention (CDC) growth charts for children and teens 2–19 years of age (https://www.cdc.gov/healthyweight/bmi/calculator.html).

**Table 4:** Patient and donor demographics for Fig. 5k.

	All Patients		BMI-5th and 85th Percentile (calculated using weight/height/age)		BMI ≥ 95th Percentile (calculated using weight/height/age)		*P* value
Characteristic	**No**.	**%**	**No**.	**%**	**No**.	**%**	
Leukemia Present							0.361
Yes	10	50.0	3	37.0	7	58.0	
No	10	50.0	5	63.0	5	42.0	
Age (years)							0.575
Mean ± SD	19.4 ± 6.9		18.3 ± 5.9		20.1 ± 7.7		
Range	11.5–36		11.5–25		13.2–36		
Gender							0.848
Male	7	35.0	3	38%	4	33%	
Female	13	65.0	5	62%	8	67%	
Race							0.201
Caucasian	13	65.0	7	88.0	6	50.0	
African American	5	25.0	1	12.0	4	33.0	
Other	2	10.0	0	0.0	2	17.0	

This table contains donor demographics with the *p*-value cutoff of 0.05 which was used to determine significant changes between donor parameters. The body mass index (BMI) was calculated using the Centers for Disease Control and Prevention (CDC) growth charts for children and teens 2–19 years of age (https://www.cdc.gov/healthyweight/bmi/calculator.html).

### αGAL-9 antibodies are cytotoxic to B-ALL

The significant upregulation of GAL-9 on the surface of human B-ALL cells are coincident with the induction of chemoresistance in the presence of adipocytes or ACM. Furthermore, GAL-9 is significantly increased on the surface of B-ALL cells from patients with obesity and poorer prognoses are observed in patients with B-ALL expressing high levels of GAL-9, suggesting that GAL-9 functions to promote B-ALL survival in the context of obesity. To test this hypothesis, we determined whether treatment with an anti-Galectin-9 (αGAL-9) antibody altered B-ALL phenotypes and viability.

Galectin-9 is a lectin that promotes cellular adhesion^56^. In non-malignant B-cells, GAL-9 also organizes the immunoglobulin M (IgM) and B-cell Receptor (BCR) into large clusters and facilitates their ligation with the inhibitory molecules CD45 and CD22, thus attenuating B-cell activation^57,58^. We found that αGAL-9 antibody treatment prevented ACM-induced cellular aggregation in every human B-ALL cell line tested with the most notable inhibition of aggregation occurring in REH cells (Fig. 6a). Furthermore, treatment with αGAL-9 antibody in the presence of ACM induced a significant accumulation of B-ALL cells in G2/M phases of the cell cycle (Fig. 6b–d). Altered cell cycle progression was accompanied by a complete ablation (Cyclin D3 and CDK4) or reduced protein expression (Cyclin A and CDK2) of cell cycle regulators, whereas E2F1 protein levels (which promote cell cycle progression) were increased (Fig. 6e, f and Supplementary Fig. 10a–d). The accelerated cell cycle progression of αGAL-9 antibody-treated, adipocyte-exposed human B-ALL cells was accompanied by increased DNA damage (elevated γH2AX and cPARP levels), which was significantly less extensive when human B-ALL cells were treated with αGAL-9 antibody in the presence of unconditioned medium or SCM (Fig. 6e, f, Supplementary Fig. 11a). These results demonstrate that GAL-9 is a critical cell cycle regulator in B-ALL cells after ACM exposure. Consequently, antibody-mediated inhibition of GAL-9 on ACM-exposed B-ALL cells induces inappropriate cell cycle progression and extensive DNA damage.

**Fig. 6:**
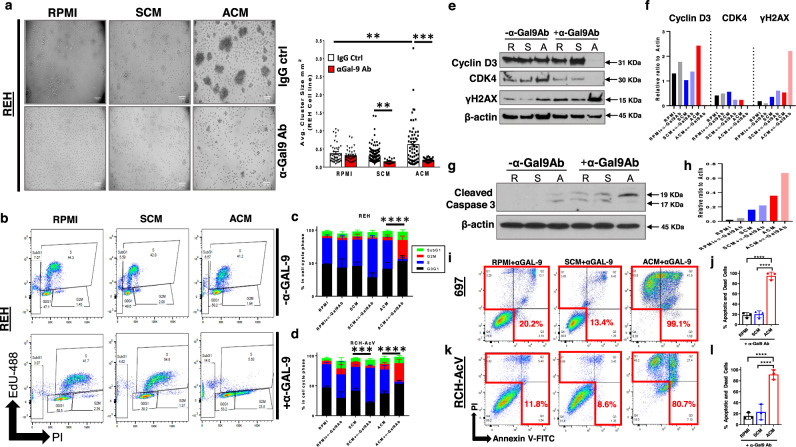
Treatment with αGalectin-9 antibody alters cell cycle progression and induces cell death in human B-ALL cells in the presence of adipocyte-secreted factors. **a** Human B-ALL cell line REH was cultured for 24 h in unconditioned medium (RPMI), SCM, or ACM and then treated with αGalectin-9 (αGAL-9) or IgG control (IgG ctrl) antibody for an additional 2 days. On day 3 of culture, brightfield images were obtained and cell cluster sizes were quantified. **b**–**d**, REH cells were treated with IgG (no αGAL-9 antibody) or αGAL-9 antibody for 24 h. After a day of treatment, 5-ethynyl-2’-deoxyuridine (EdU) was added to cultures for 2 h and then cells were permeabilized and stained with propidium iodide (PI). The fraction of cells in S (EdU + ), G1 (2 N DNA content), and G2/M (4 N DNA content) phases of the cell cycle was determined by flow cytometric analysis. Representative data are shown in b. e-h, Lysates were prepared after 48 h of culture in RPMI (R), SCM (S), or ACM (A) with IgG (no αGAL-9 antibody) or αGAL-9 antibody. The presence of Cyclin D3, CDK4, γH2AX, and β-actin (loading control) protein was determined by western blot analysis. Primary data is shown in **e** and **g** and quantitative data is shown in f and h. **i**–**l**, Human B-ALL cell lines (697 and RCH-AcV) were cultured for 24 h in RPMI, SCM, or ACM and then treated with anti-GAL-9 antibody (αGAL-9 Ab) or an IgG control antibody (IgG ctrl) for an additional 2 days. The percentage of apoptotic and dead cells on day 3 of culture was determined using Annexin-V/ PI staining followed by flow cytometric analysis. Representative data are shown in **i**,**k**. Means ± s.d. are shown (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001, *n* = 4 independent experiments, one-way ANOVA with Tukey’s post-test). In **b**–**d** ****p < 0.0001, *n* = 3 independent experiments, two-sided Student’s t-test of the G2/M cell cycle profiles. Western blot source data are provided in the Source Data file.

We also observed increases in the sub-G1 population in ACM-exposed cells treated with αGAL-9 antibody (Fig. 6b–d), so we next determined if αGAL-9 antibody treatment induced apoptosis in ACM-exposed human B-ALL cells. Caspase 3 activation was significantly induced in αGAL-9 antibody-treated human B-ALL cells cultured in ACM but not the other conditions tested (Fig. 6g, h). This response preceded the induction of extensive cell death in ACM-exposed B-ALL cells, whereas αGAL-9 antibody treatment was not cytotoxic to human B-ALL cells cultured in unconditioned medium or SCM (Fig. 6i–l, Supplementary Fig. 10e, Supplementary Fig. 11b). To better understand the mode of action of αGAL-9 antibody treatment, we assessed *AKT* and *ERK1* gene expression levels in B-ALL cells cultured in unconditioned medium or ACM. In multiple B-ALL cell lines, we found that αGAL-9 antibody treatment increased *AKT* and *ERK1* gene expression levels more dramatically in leukemia cells cultured in ACM relative to unconditioned medium (Supplementary Fig. 11c–e). The licensing of these pathways suggests that blocking GAL-9 on ACM-exposed B-ALL cells activates these cells, consistent with its recently identified inhibitory role on normal B-cells^57,58^. The increased activation of these pathways in αGAL-9 antibody-treated B-ALL is consistent with our observations of increased cell cycle progression (with accompanying DNA damage, Caspase 3 activation, and cell death). The expression of Galectin-9 in human B-ALL is required for αGAL-9 antibody mediated cell death, where we observed that knocking down GAL-9 in human B-ALL cells prevented antibody-induced apoptosis (Supplementary Fig. 11f, g). Interestingly, knocking down GAL-9 in human B-ALL cells induces more cell death when leukemia cells were cultured in ACM relative to unconditioned medium (Supplementary Fig. 11g). Reduced GAL-9 levels in human B-ALL cells results in a failure to undergo senescence when cultured in ACM, which demonstrates that GAL-9 is required for this response (Supplementary Fig. 11h). Although inhibiting GAL-9 abrogates senescence and is cytotoxic to ACM-exposed human B-ALL cells, treating human B-ALL cells with recombinant GAL-9 failed to induce apoptosis when added alone (Supplementary Fig. 11i) or when combined with MTX treatment (Supplementary Fig. 11j). In all, these results highlight a previously unrecognized role for Galectin-9 in promoting the survival of B-ALL cells in adipose-rich microenvironments and demonstrates that antibody-mediated blockade of this lectin in ACM-exposed human B-ALL cells results in significant apoptosis in vitro.

### αGAL-9 immunotherapy protects obese mice from B-ALL

Given the extensive cytotoxicity observed in ACM-exposed B-ALL cells treated with αGAL-9 antibody, we postulated that combining chemotherapy and αGAL-9 antibody treatment, which demonstrated efficacy in murine models of *Mycobacterium tuberculosis*^59^, would extend the survival of obese mice with B-ALL. Prior to conducting in vivo experiments, human B-ALL cells were cultured in unconditioned medium, SCM, or ACM and treated with MTX, αGAL-9 antibody, or their combination to assess apoptosis in vitro. Similar to previous observations, culturing human B-ALL cells in ACM, but not SCM, resulted in significant chemoresistance to MTX (Supplementary Fig. 12a). However, combining αGAL-9 antibody and MTX treatment resulted in greater than 90% cell death in human B-ALL cells cultured in ACM (Supplementary Data Fig. 12a).

A murine BCR-ABL^+^ *Arf−/−* B-ALL (mB-ALL) model was used to test whether treatment with αGAL-9 antibody could be used as a therapy to treat obese mice with B-ALL. Similar to human B-ALL cells, we found that ACM also induced chemoresistance to methotrexate and doxorubicin in mB-ALL cell cultures (Supplementary Fig. 12b) and upregulated surface Galectin-9 expression when cultured in ACM (Supplementary Data Fig. 12c, d). Furthermore, the percentage of Galectin-9-positive mB-ALL cells significantly increased after their transplantation into obese, but not lean, mice (Supplementary Fig. 12e), which further validated their utility for these studies.

C57BL/6 mice were maintained on lean and high-fat diets as previously described and then challenged with mB-ALL (Fig. 7a). Treatment with vehicle, MTX, αGAL-9 antibody, or a combination of MTX and αGAL-9 antibody was initiated on day 7 after leukemia inoculation, when GFP^+^ B-ALL cells were detected in the peripheral blood. All drug combinations were well-tolerated in lean mice; however, obese mice loss substantial weight when treated with MTX alone (Supplementary Fig. 12f). The significant amount of weight loss observed in obese mice was mitigated with single-agent αGAL-9 antibody treatment alone and when combined with MTX administration (Supplementary Fig. 12f), suggesting that αGAL-9 antibody treatment strategies improve drug tolerability in obese mice with B-ALL.

**Fig. 7:**
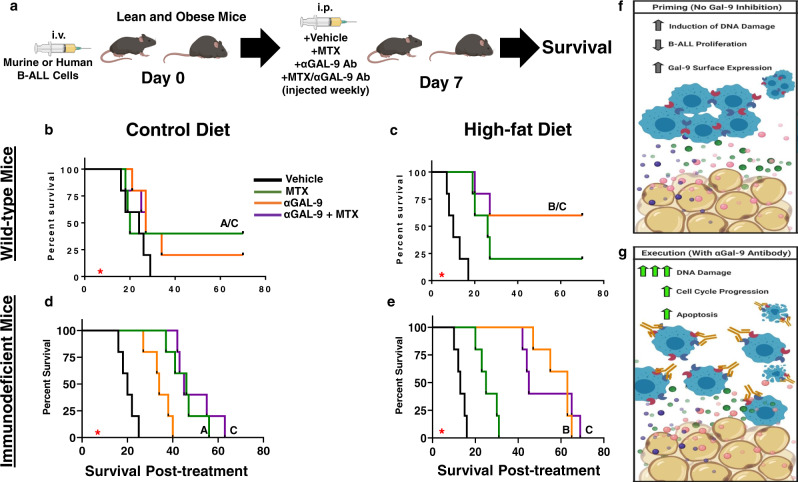
αGalectin-9 treatment prolongs survival in obese mice challenged with B-ALL. **a** Lean and obese C57BL/6 wild-type or NOG immunocompromised mice (2 months) were inoculated intravenously with 2 × 10^5^ murine Bcr-Abl^+^ *Arf*−/− B-ALL cells (mB-ALL) or REH cells, respectively. On day 7 postinoculation, when GFP^+^ leukemic blasts were detected in the peripheral blood, treatment with DMSO (Vehicle, *n* = 5/group), 0.75 mg/kg methotrexate (MTX, *n* = 5/group), 1.5 mg/kg αgalectin-9 antibody (αGAL-9 Ab, *n* = 5/group), or MTX + αGAL-9 Ab (*n* = 5/group) combined was initiated. Treatments were administered once weekly. **b**–**e**, Survival was monitored, and significance was determined using the log-rank test with A representing a statistically significant difference between vehicle and MTX-treated mice, B between vehicle and αGal-9 treated groups, and C between vehicle and MTX + αGal-9 treated mice. **f** Proposed model of how adipose-rich microenvironments prime human B-ALL cells for cell death, which is inhibited by the upregulation of Galectin-9 (which acts as a cellular brake). **g** When Galectin-9 is inhibited with αGAL-9 antibody treatment (essentially inhibiting the actions of the brake), cell cycle progression, DNA, and caspase 3 activation are induced resulting in substantial B-ALL cytotoxicity.

We found that MTX significantly extended the survival of lean mice challenged with mB-ALL relative to mice receiving the vehicle control (Fig. 7b). In contrast, αGAL-9 single-agent treatment did not significantly extend survival in lean mice relative to vehicle-treated mice (Fig. 7b). Furthermore, the survival of lean mice receiving the combination treatment of MTX and αGAL-9 antibody was equivalent to lean mice receiving the single-agent MTX regimen (Fig. 7b).

Similar to the outcomes shown in Fig. 1c, leukemogenesis was accelerated in mice fed high-fat diets, as indicated by the observation that vehicle-treated obese mice succumbed to mB-ALL by day 17 post-challenge, whereas vehicle-treated lean mice succumbed to mB-ALL by day 29 post-challenge (Fig. 7b, c). In contrast to lean mice, treatment with single-agent αGAL-9 antibody significantly prolonged survival in obese mice with approximately 60% of mice surviving past 3 months of challenge with mB-ALL (Fig. 7b, c). Unlike the protection observed in lean mice treated with MTX, obese mice treated with MTX were not significantly protected relative to vehicle-treated mice (Fig. 7b, c). The combination of MTX and αGAL-9 antibody treatment in obese mice with mB-ALL did not augment survival over single-agent αGAL-9 antibody treatment, suggesting that the significant extension in survival observed in obese mice was mainly attributable to αGAL-9 antibody treatment (Fig. 7c). The survival of lean and obese immunocompromised mice transplanted with human B-ALL cells was also determined after treatment with vehicle, MTX, αGAL-9 antibody, or a combination of MTX and αGAL-9 antibody. The outcomes of the xenograft experiments corroborated observations made in syngeneic experiments, where MTX treatment was superior in lean mice, αGAL-9 antibody treatment led to significant survival outcomes in obese mice, and the combination of both treatments did not further increase survival in either context (Fig. 7d, e). Unlike experiments conducted in wild-type mice, all immunocompromised mice succumbed to leukemia (Fig. 7d, e), highlighting the importance of the adaptive immune system in the long-term control and eradication of B-ALL cells.

In summary, these observations highlight that adipocyte-induced “priming” of B-ALL cells can be exploited to induce extensive apoptosis when the GAL-9 mediated “brake” is inhibited (Fig. 7f, g). Effectively inhibiting this mechanism in B-ALL cells in adipose-rich microenvironments represents an unexplored therapeutic approach as an alternative treatment strategy for a subset of patients with B-ALL.

## Discussion

In these studies, we show that in the absence of chemotherapy treatment, adipocytes promote the aggregation of human B-ALL cells and induce cellular senescence, which coincides with the activation of senescence-promoting mediators (AKT, BCL-xL, ERK, and XIAP). Overall, our data suggest that human B-ALL cells respond in this manner to the adipocyte secretome to avoid genotoxic-induced cell death. In addition to mitigating the effects of microenvironmental-induced cell death, these responses also render human B-ALL cells more resistant to chemotherapy-induced cell death, given that these drugs are cytotoxic to rapidly dividing cells.

To identify mechanisms of adipocyte-mediated chemoresistance, we performed RNA-sequencing analysis on human B-ALL cells cultured in unconditioned medium, SCM, and ACM in the absence and presence of methotrexate (MTX). By comparing gene expression changes in two distinct human B-ALL cell lines, we were able to identify GAL9 as a candidate molecule contributing to the observed phenotypes. In the absence of drug treatment, distinct gene expression changes were observed in human B-ALL cells cultured under each condition, with unique gene expression profiles apparent in individual cell lines. Interestingly, when leukemia cells were cultured in MTX, overlapping gene expression profiles were observed in B-ALL cells cultured in ACM relative to the other conditions tested. From these observations, we posited that the adipocyte secretome induced the expression of genes critical for evading chemotherapy-mediated cytotoxicity. Furthermore, given our observation of extensive B-ALL clustering in ACM, we hypothesized that genes coding for proteins that promote cellular adhesion and survival were the best candidates to study to identify mechanisms of adipocyte-mediated chemoresistance.

After mining our data for candidate genes that fit both criteria, we found that the induction of chemoresistance by adipocyte-secreted proteins was coincident with the induction of the *LGALS9* gene expression. This gene codes for the lectin, Galectin-9 (GAL-9), which we also found to be upregulated on the surface of multiple human B-ALL cell lines when cultured in ACM. Furthermore, this relationship was observed in patients with leukemia, where GAL-9 surface expression was significantly increased on B-ALL cells isolated from patients with obesity relative to lean patients. 

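LGALS9 lies on the plus strand of chromosome 17 of GRCh38 from 27629798 to 27649560, and its canonical transcript has 11 exons. Without MTX, LGALS9 was at 8.53 RPKM in ACM, 9.95 in RPMI and 6.51 in SCM in REH cells, and at 10.9, 9.02 and 9.66 RPKM in RCH-AcV cells. With MTX it was at 8.00 RPKM in ACM, 13.4 in RPMI and 11.1 in SCM in REH cells, and at 9.64, 14.2 and 12.3 RPKM in RCH-AcV cells. With MTX the log2 difference of ACM was -0.68 from RPMI and -0.43 from SCM in REH cells, and -0.52 and -0.32 in RCH-AcV cells. ACM stayed the lowest of the 3 media with MTX in both lines after median-ratio scaling and after quantile normalization. A pseudocount or a filter on other genes cannot change this order. Without MTX, ACM was above both other media in RCH-AcV cells (by 0.25 and 0.16) and between them in REH cells. Over the 4 combinations of line and drug state, the mean ACM effect was -0.17, with 2 of 4 combinations higher in ACM (two-sided exact permutation test over 81 assignments, p = 0.33).
With MTX, LGALS9 rose by 0.40 in RPMI and 0.69 in SCM in REH cells and by 0.61 and 0.32 in RCH-AcV cells, while in ACM it fell by 0.08 and 0.16. The ACM effect with MTX differed from that without MTX by -0.62 (limma, standard error 0.17, adjusted p = 0.038). This adjusted p ranged from 0.032 to 0.061 over the alternative settings and was above 0.05 with no filter on low values and after median-ratio scaling. A library of the estimated depth would give LGALS9 about 134 reads at its lowest value with the length of its canonical transcript, a counting error of 8.7%, and 443 reads with all annotated exons, a counting error of 4.8%. Both cover counting error only, and the length the authors used is not given in the sources used here. The near-identical LGALS9B was at 0.021 to 0.163 RPKM, and reads that map equally to both genes had been removed. From its RNA-sequencing candidates, the paper states that resistance to chemotherapy in ACM coincided with LGALS9 induction, and it followed the gene by quantitative PCR and its protein by surface staining.

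**Figure D3:**
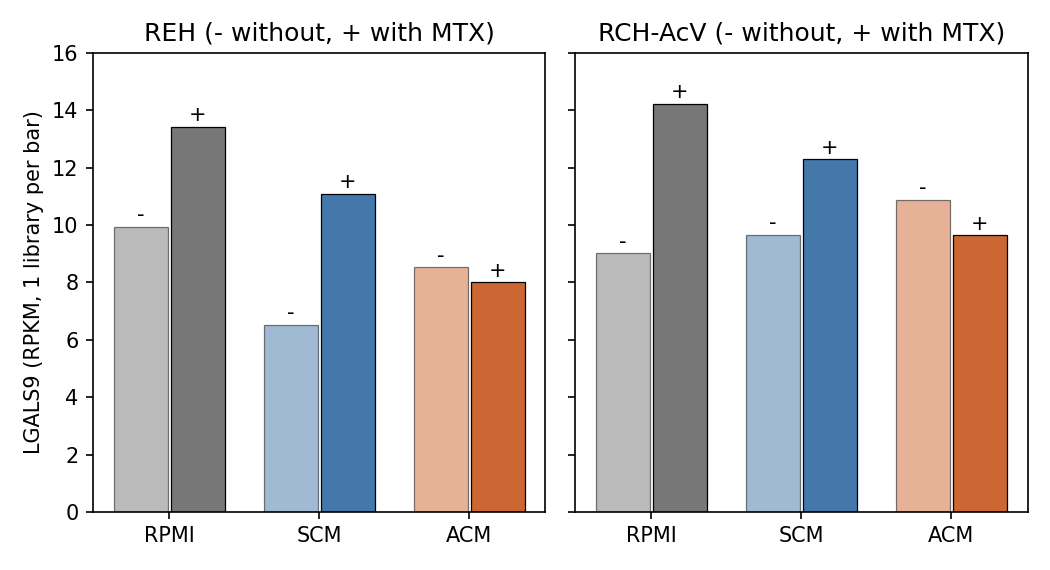
LGALS9 RPKM in REH cells on the left and RCH-AcV cells on the right, by medium, without MTX (pale bars, -) and with MTX (full bars, +), with 1 library per bar and no error bars. With MTX the ACM libraries sit at 8.00 and 9.64 RPKM, below the RPMI and SCM libraries at 11.1 to 14.2.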

The analysis of GAL-9 surface levels on B-ALL samples isolated from pediatric patients revealed a significant positive correlation with increasing BMI.

These observations resulted in several questions, including 1) what were the adipocyte-secreted factors, which upregulate GAL-9 on the surface of human B-ALL cells, 2) how did GAL-9 impact the function of human B-ALL in adipose-rich microenvironments, 3) did GAL-9 require binding partners to impact the function of B-ALL cells, and 4) would targeting GAL-9 have therapeutic implications for B-ALL pathogenesis?

Using Luminex and ELISA analyses, we identified several cytokines and chemokines which were secreted at significantly higher levels by adipocytes relative to bone marrow stromal cells. These included previously described cytokines associated with adipocyte-mediated chronic inflammation such as IL-1β, IL-6, and TNF-α^3^, as well as, the chemokine IP-10 which has been shown to be secreted by adipocytes in a few studies^60–62^. Of these, we found that only TNF-α exposure could induce GAL-9 surface expression on human B-ALL cells when added as a single cytokine. However, when TNF-α was neutralized from ACM, GAL-9 surface expression remained high on adipocyte-exposed B-ALL cells. These results demonstrate that TNF-α signaling is sufficient to induce GAL-9 surface expression on human B-ALL cells; however, it is not required in the context of the complex adipocyte secretome where additional factors are also capable of upregulating the surface expression of this lectin. Further investigation is warranted to identify other adipocyte-secreted factors which induce GAL-9 surface expression on malignant B-cells.

Human B-ALL cells cultured in adipocyte-secreted factors exhibited several phenotypes, which we posit are related to the increased surface expression of GAL-9. GAL-9 signaling in AML cells induces the activation of AKT and ERK signaling pathways^53^, which are also induced in human B-ALL cells after exposure to adipocyte-secreted factors. We posit that GAL-9 is upregulated on human B-ALL cells in adipose-rich microenvironments to prevent apoptosis resulting from microenvironment-induced genotoxic stress. In non-malignant B-cells, GAL-9 suppresses B-cell activation by coupling activating receptors (e.g., B-cell receptor and IgM) with inhibitory receptors (e.g., CD45 and CD22) on the cell surface^57,58^. Our results suggest that GAL-9 also suppresses the function of human B-ALL cells by serving as a cell cycle checkpoint regulator, which reduces the proliferation or induces senescence in malignant B-cells attempting to repair damaged DNA (see Fig. 7f). The acquisition of senescence serves as a DNA damage checkpoint in human fibroblasts^63^, which demonstrates that this protective response also occurs in non-malignant cells experiencing genotoxic stress.

In support of our hypothesis that GAL-9 acts as a cell cycle regulator in human B-ALL cells, which becomes critical for survival in adipose-rich microenvironments, we found that antibody-mediated inhibition of GAL-9 on ACM-cultured human B-ALL cells resulted in significant changes in cell cycle profiles in B-ALL cells. Specifically, we observed a decrease in the percentage of human B-ALL cells synthesizing DNA and a compensatory accumulation of cells in G2/M, only when leukemia cells were cultured in ACM and not in unconditioned or stromal cell-conditioned medium. Indeed, αGAL-9 antibody treatment of ACM-exposed B-ALL cells suppressed or ablated the protein levels of key cell cycle checkpoint regulators (Cyclin A/Cyclin D3/CDK2/CDK4) except for the cell cycle promoting transcription factor E2F1. Furthermore, increases in cell cycle progression in αGAL-9 antibody-treated B-ALL cells exposed to the adipocyte-secretome were concomitant with augmented cPARP and γH2AX activation (DNA damage), as well as Caspase 3 activation and Annexin V/PI positivity (apoptosis). Increased cell death and a failure to induce senescence were also observed in GAL-9 deficient human B-ALL cells. In all, these data highlight an unappreciated role for GAL-9 as an important cell cycle checkpoint regulator in human B-ALL cells under conditions which induce genotoxic stress (e.g. increased adiposity).

The therapeutic potential of antibody-mediated targeting of GAL-9 was evident in syngeneic and xenograft experiments conducted in lean and obese mice transplanted with murine and human B-ALL cells, respectively. In these experiments, antibody-mediated targeting of GAL-9 significantly extended the survival of obese mice challenged with B-ALL. The extension in survival of obese mice was accompanied by less weight loss compared to obese mice treated with MTX, suggesting both increased efficacy and decreased toxicity associated with αGAL-9 antibody treatment in adipose-rich backgrounds. In contrast, αGAL-9 antibody treatment was not cytotoxic to B-ALL cells cultured in unconditioned medium or SCM and did not significantly extend the survival of lean mice harboring B-ALL cells when administered alone or in combination with MTX.

At this time, it is unclear if this response is dependent on GAL-9/TIM-3 interactions or other ligands reported to be associated with GAL-9, such as CD44, CD40, CLEC7a (Dectin-1), and CD137 (41BB)^64–68^. These questions warrant further investigation to comprehensively determine how GAL-9 regulates the survival of B-ALL cells in adipose-rich microenvironments. Despite a lack of complete understanding of the role of GAL-9 ligands on cell cycle progression or apoptosis, our data demonstrate increased GAL-9/TIM3 localization in ACM-cultured human B-ALL cells. Unlike GAL-9, ACM did not induce significant increases in *HAVCR2*, the gene encoding TIM3, nor did it increase TIM3 surface expression on human B-ALL cells. These results are consistent with our data mining results from the St. Jude PeCan Data Portal which revealed that the *HAVCR2* gene is expressed at low levels in several B-ALL subtypes compared to levels found in healthy PBMCs, as well as our patient data demonstrating similar TIM3 surface levels on human B-ALL cells isolated from lean patients and patients with obesity. Based on these results, we conclude that the major role of TIM3 in human B-ALL cells might be to traffic GAL-9 to the surface of B-ALL cells, which would be consistent with its reported role in AML cells^69^.

Despite the potent cytotoxic effects on human B-ALL cells in our in vitro model and extensive protection of mice transplanted with human B-ALL cells, more studies will need to be conducted to fully realize the therapeutic utility of αGAL-9 antibody treatment. For example, our data show that the gene encoding GAL-9, *LGASLS9*, is highly expressed in human hematopoietic stem cells, NK cells, monocytes, granulocytes, and naïve B-cells (Supplementary Fig. 7j); therefore, future studies should determine if these populations are affected by αGAL-9 antibody treatment. Along these lines, it will be important to determine if the surface expression of GAL-9 on these cells is modulated by the inflammatory microenvironment, during cellular differentiation, or when proliferation is induced which will be useful in defining the safety profiles of antibody-mediated GAL-9 targeting.

Collectively, our results highlight the importance of GAL-9 in leukemia pathogenesis in the context of obesity and demonstrate the utility of a translational agent that targets this surface lectin on B-ALL cells. In addition to our findings, recent reports also demonstrate that GAL-9/TIM-3 interactions support the maintenance of leukemia-initiating cells (LICs), promote immune evasion in AML models, and that GAL-9 is upregulated in AML patients who fail chemotherapy treatment^53,70–73^. Thus, GAL-9 inhibition represents an unexplored approach to improve outcomes for patients with obesity with B-ALL and other leukemia subtypes.

## Methods

### Cell lines

Human B-cell acute lymphoblastic leukemia (B-ALL) cell lines were gifted from Dr. Graham and Dr. Porter laboratories (Department of Pediatrics at Emory University School of Medicine). The Nalm6 cell line was grown in RPMI1640 media (cat# 10-040-CV, Corning) supplemented with 10% fetal bovine serum (FBS, cat# S11550, Atlanta Biologicals). REH, SEM, RCH-AcV, and 697 cell lines were grown in RPMI1640 media supplemented with 20% FBS. GFP-expressing murine OP-9 bone marrow stromal cells were maintained in Alpha-Minimum Essential Medium (αMEM, cat# 15-012-CV, Corning) supplemented with 20% FBS. Murine B-ALL cells (mB-ALL cell line; BAML-Mig; GFP-expressing Bcr-Abl^+^ Arf-null) were grown in RPMI1640 media supplemented with 20% FBS. MC3T3-E1 subclone 4 mouse preosteoblast cell line (ATCC, cat# CRL-2593) was maintained in MEM-alpah (Gibco, cat# A10490-01) media supplemented with 10% FBS and 1X Pen/Strep. 3T3-L1 mouse fibroblast cell line (ATCC, cat# CL-173) was maintained in DMEM supplemented with 10% FBS and 1X Pen/Strep.

### Mice and diet-induced obesity

Two-month old C57BL/6 mice (The Jackson Laboratory) or NOG mice (Taconic; [genotype] sp/sp;ko/ko [nomenclature] NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Sug*^/JicTac and [genotype] sp/sp;ko/y [nomenclature] NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Sug*^/JicTac) were fed control (10% fat calories) or high-fat (60% fat calories) diets for two to four months prior to experimentation. The obese phenotype was verified in mice prior to experimentation based on the following criteria: significant weight gain, the chronic production of cytokines/chemokines (IL-6; Invitrogen, cat# 88-7064-22 and TNF-α; Invitrogen, cat# 88-7324-22), and elevated insulin levels (RayBioTech, CODE: ELM-Insulin-1). The chow was purchased from Bio-Serv (cat# F4031 for control diets and cat# S3282 for high-fat diets) and sterilized by irradiation prior to usage. Male and female mice were used from this experiment.

### In vivo experiments

[Syngeneic Studies] Male and female, lean and obese C57BL/6 mice were challenged with mB-ALL i.v. (10^5^–10^6^ cells/ mouse). Once signs of leukemia manifested (the detection of GFP^+^ cells in the peripheral blood, lethargy, ruffled fur, labored breathing, or greater than 7% weight loss), mice (*n* = 5/group) were then treated with MTX (i.p.; 0.75 mg/kg; weekly), αGal-9 antibodies (i.p.; 1.5 mg/kg; weekly), or the combination therapy. [Xenograft Studies] Lean and obese NOG immunocompromised mice (2 months) were inoculated intravenously with 2 × 10^5^ REH cells. On day 7 post-inoculation, treatment with DMSO (*n* = 5), 0.75 mg/kg methotrexate (*n* = 5), 1.5 mg/kg αgalectin-9 antibody (*n* = 5), or MTX + αGAL-9 Ab (*n* = 5) combined was initiated. Treatments were administered once weekly. Survival was monitored pre- and during treatment. The weight of each mouse was recorded prior to treatment and weekly thereafter to determine the extent of weight loss in mice receiving treatment. Bone marrow (BM) was harvested from euthanized moribund mice to determine leukemic burden in the BM at the time of euthanasia (GFP^+^ B-ALL cells in the BM were detected via flow cytometric analysis). All murine experiments received ethical approval from the Emory University School of Medicine Institutional Animal Care and Use Committee (IACUC) under the approved protocol number DAR-3000013.

### Adipocyte differentiation protocol

Adipocyte differentiation using murine OP-9 bone marrow stromal cells was performed as previously reported^32–74^. Briefly, confluent cells were trypsinized and plated at 10^5^ cells/well in 6-well plates. Cells were cultured in DMEM media supplemented with 10% FBS. On the following day, media was changed with either fresh DMEM media supplemented with 10% FBS for stromal cell culture or insulin-oleate media (IOM, 1.8 mM Oleate bound to BSA with the molar ratio of 5.5:1) for adipocyte differentiation. Supernatants from bone marrow stromal cells and adipocytes were harvested on days 1, 2, and 3 of culture for use in leukemia experiments.

### Pre-adipocyte isolation from mice

Pre-adipocytes were isolated from subcutaneous adipose tissue of mice fed high-fat diets. Our protocol was adapted and modified based on previously published procedures (Jun Wu, Thermogenic fat: methods and protocols, pg 3–8, 2017, Methods in Molecular Biology, 1773, 137–146, 2018^75^). Briefly, subcutaneous adipose tissues were dissected from the hind legs. Adipose tissue was washed in 1X PBS, minced into small pieces, and transferred into 50 mL conical tubes containing digestion buffer (5 mL/g tissue, 123 mM NaCl, 5 mM KCl, 1.3 mM CaCl2, 5 mM glucose, 100 mM HEPES, 1X Pen/Strep, 4% BSA (pH 7.45) with 1 mg/mL collagenase II). Tissues were incubated for 1 h at 37 °C with setting at 100 rpm (in an orbital shaker). Digestion was stopped by adding 1/5 vol of FBS, followed by centrifugation at 450 g for 5 min, and the digested solution was filtered using a 100 µm cell strainer. Cell pellets containing preadipocytes (the top “oil” layer contains mature adipocytes) were resuspended in 2 mL ACK red cell lysis buffer (Quality Biological, cat# 118–156-721) by gently vortexing and incubating at room temperature for 3–5 min. ACK lysis buffer was neutralized by adding 10 mL Hank’s balanced salt solution (HBSS) (ThermoFisher Scientific, cat# 14025-076) and cells were collected by spinning at 450 g for 5 min. Pre-adipocytes were counted and plated in 15% FBS DMEM/F-12 media (BioWhittaker, cat#12-719 F) and maintained at 37 °C until differentiation. Mature adipocytes were differentiated from pre-adipocytes as described above.

### Co-culturing adipocytes and human B-ALL

GFP-expressing OP-9 bone marrow stromal cells were used for adipocyte differentiation as previously described. One day post differentiation, 5 × 10^5^ human B-ALL cells were cultured with 10^5^ bone marrow stromal cells or adipocytes (a 5:1 B-ALL to feeder cell ratio) for 48 h. In cultures treated with MTX, 50 nM of the chemotherapy was added 1 day after the addition of human B-ALL cells. Cell death was determined after 96 h of culture using Annexin-V/PI analysis as described below.

### Oil Red O and Nile Red staining

To confirm OP-9 cell differentiation into adipocytes, Oil Red O (cat# O1391, Sigma-Aldrich, St. Louis, MO) or Nile Red (cat# N1142, ThermoFisher, Waltham, MA) staining for lipid droplet accumulation was performed using well-established protocols (Oil Red O staining;^76^ Nile Red staining were performed per the manufacturer’s instructions).

### Senescence β-Galactosidase activity assays

Human B-ALL cell lines (10^6^ cells/well in a 12-well plate) were cultured in unconditioned, bone marrow stromal cell-, or adipocyte-conditioned media (depending on the experiment) for 24 h. After the incubation period, cells were harvested and lysates prepared. β-Galactosidase activity was determined using the Senescence β-Galactosidase Activity Assay Kit from Cell Signaling Technology (cat# 23833 S) per the manufacturer’s protocol. Relative Fluorescence Units (RFU) of 4-MU were measured at an excitation wavelength of 360 nm and an emission wavelength of 465 nm using the Synergy Neo2 Hybrid Multi-Mode Plate Reader (BioTek, Winooski, VT).

### ELISA and Luminex analyses

To determine the production of cytokines and chemokines from bone marrow stromal cells and adipocytes, we performed ELISA analysis of the supernatants to detect IL-6 (Invitrogen, cat# 88-7064-22), TNF-α (Invitrogen, cat# 88-7324-22), IP-10 (CXCL10) (ThermoFisher Scientific, cat# BMS6018TEN), and IL-1β (ThermoFisher Scientific, cat# BMS6002) levels per the manufacturers’ protocols. For a more comprehensive analysis of cytokine and chemokine production by these cells, we performed a Luminex analysis using the Milliplex 32-plex cytokine/chemokine assay kit (Millipore Sigma, cat# MCYTMAG-70K-PX32).

### Chemotherapy and αGalectin-9 antibody treatments

Leukemia cell lines were preconditioned in RPMI1640 supplemented with 10% FBS, bone marrow stromal cell-conditioned media conditioned medium (SCM), or adipocyte-conditioned medium (ACM) for 18–24 h before drug treatment (chemotherapy alone, αGAL-9 alone, or the combination). After preconditioning, cells were cultured for 24–72 h (depending on the experimental question) with methotrexate (MTX; 50–70 nM), doxorubicin (DOX; 70 nM), vincristine (VIN; 2–7 nM), or αGAL-9 antibodies (10ug/mL, cat# 348902, BioLegend). For recovery experiment, cells were harvested after 48 h of drug treatment, washed with 1X PBS, and equivalent numbers of live cells were replated for an additional 3 days. Rebound after 3 days of replating was determined using trypan blue exclusion counting using the (TC20 automated cell counter, cat# 1450102, Bio-Rad). In experiments in which MTX was combined with αGal9 antibody treatment, B-ALL cells were preconditioned in unconditioned media, SCM, or ACM prior to the addition MTX and αGAL-9 antibodies at the concentrations outlined above.

### Flow cytometry, Annexin-V/PI, and EdU staining

The surface expression of GAL9 (cat#348908, BioLegend) and TIM3 (cat#130-126-004, Miltenyi Biotec) were assessed on human B-ALL cell lines grown in RPMI, SCM or ACM media for 72 h by flow cytometry. These antibodies were also used to determine the levels of GAL-9 and TIM-3 on primary B-ALL samples and those isolated from lean and pediatric patients with obesity for all experiments including those conducted with recombinant TNF-α treatment (1–100 ng/mL, cat # 300-01 A, PeproTech). For surface stains, all antibodies were used at 1: 200 dilution.

Annexin-V-FITC/PI staining was performed to measure apoptosis per the manufacturer’s protocol (cat# BMS500FI-300, eBioscience). For GFP-expressing mB-ALL cells, Annexin-V-APC/PI staining was used (cat# 640919, Biolegend).

Cell cycle analysis was performed using the Click-iT EdU AlexaFluor 488 Flow Cytometry Kit (cat# C10425, Invitrogen) per the manufacturer’s instructions. After EdU labeling, 5 μL of Propidium iodide (20 μg/mL) was used to stain for DNA content in each sample. All flow samples were acquired using the BD LSR II flow cytometer (BD Biosciences) and analyzed by using Flowjo software (Ashland, Oregon).

### Western blot and cPARP experiments

Bone marrow stromal cells and adipocyte lysates, were prepared following a method previously established^77^. Western blot analysis was performed to detect the adipocyte marker, fatty acid-binding protein-4 (FABP4, 1:4000, cat# AF1443, R&D/anti-goat HRP secondary antibody, cat# AP180p, 1:10000, EMD Millipore). Human B-ALL cell lysates were prepared following the same protocol^77^ and lysates were probed for GAL9 (cat# ab69630, 1:500, Abcam), TIM3(cat# ab47997, 1:1000, Abcam), and β-actin (cat# 4967, 1:5000, cell signaling). To assess cell cycle regulators, human B-ALL cell lysates were probed using anti-human CDK4 (cat# 12790 s, 1:500, Cell Signaling), Cyclin D3 (cat# 2936 s, 1:500, Cell Signaling), Cyclin A (cat# sc-271682, 1:500, Santa Cruz Biotechnology), Cyclin D2 (cat# 2978 S, 1:500, Cell Signaling Technology), and E2F1 (cat# sc-56661, 1:500, Santa Cruz Biotechnology). DNA damage in human B-ALL cell lysates were assessed using anti-γH2AX (cat# 2577 s, 1:1000, Cell Signaling Technology) and apoptosis was determined using anti-caspase 3 (cat# 9664 s and 9661 s, 1:1000/each, Cell Signaling Technology). We assessed the protein levels of X-linked inhibitor of apoptosis (XIAP; cat# 2042 S, 1:500, Cell Signaling Technology), BCL-xL (cat# 2764 S, 1:500, Cell Signaling Technology), BIM (cat# 2933 S, 1:500, Cell Signaling Technology), and BAX (cat# 5023 S, 1:500, Cell Signaling Technology) to determine how unconditioned, bone marrow stromal cell, and adipocyte-conditioned medium impacted modulators of cellular survival. Similar experiments were performed for ATR (cat# 2790 S, 1:500, Cell Signaling Technology) and cRAF (cat# 9422 S, 1:500, Cell Signaling Technology) to determine how DNA damage sensors were modulated in each condition, whereas, pERK (cat# 9101 S, 1:500, Cell Signaling Technology), ERK (cat# 9102 S, 1:500, Cell Signaling Technology), pAKT (cat# 9271 S, 1:500, Cell Signaling Technology), and AKT (cat# 4691 S, 1:500, Cell Signaling Technology) were analyzed as proxies for proliferation/metabolism. Either anti-mouse HRP (cat# AP308P, 1:10,000, EMD Milipore) or anti-rabbit HRP (cat# 401315, 1:10,000, Calbiochem) were used as the secondary antibody. For controls, β-actin (cat# 4967, 1:5000, Cell Signaling Technology) or β-tubulin (cat# 2144 S, 1:5000, Cell Signaling Technology) were used for all experiments. Protein signals were detected using the Bio-Rad Clarity Western ECL (cat# 170-5060, Bio-Rad), and x-ray film was developed using the Konica Minolta imager (model no. SRX-101A). Protein quantification via signal intensity determination was performed using ImageJ software 1.53n (NIH).

The detection of human B-ALL cells with cleaved PARP activation was determined via flow cytometric analysis using anti-mouse/human cleaved PARP (Asp214) conjugated to PE (cat# 552933, BD Biosciences). All flow samples were acquired using the BD LSR II flow cytometer (BD Biosciences) and analyzed by using Flowjo software (Ashland, Oregon).

### Quantitative PCR

RNA was prepared from human B-ALL cells cultured for 3 days in RPMI, SCM, or ACM per the manufacturer’s instructions (RNeasy mini kit, cat# 74104). After isolation, 1 μg of total RNA was used to synthesize cDNA using the Transcriptor First Strand cDNA Synthesis kit (cat# 04 379 012 001, Roche). cDNA was diluted to 1:10 and 2 μL of diluted cDNA was used to amplify genes of interest (see Tables 1–2 and Supplementary Table 1) by using iTaq universal SYBR Green Supermix (cat# 172–5122, Bio-Rad) to quantify gene expression. GAPDH was used as an internal control.

### Immunofluorescence

0.1% Poly-L-lysine (cat# P8920, Sigma-Aldrich) was added to each well of a µ-Slide 8 well-chambered coverslip (cat# 80826, Ibidi) for 2 h at 4 °C. The µ-Slide 8 well-chambered coverslip was washed with 1X PBS without Mg^2+^ and Ca^2+^ (cat# SH30378.02, HyClone). B-ALL cells were cultured for 3 days in 10% RPMI1640, SCM, or ACM in the Poly-L-lysine coated µ-Slide 8 well-chambered coverslips. Cells were fixed using 4% Paraformaldehyde in PBS (cat# J91899, Alfa Aesar), and permeabilized by adding 0.1% NP-40 (cat# ab142227, Abcam). Three washes were conducted using 1X PBS without Mg^2+^ and Ca^2+^. Cells were then incubated at room temperature in 10% Normal Goat Serum (cat# 50062Z, Life Technologies) to block nonspecific binding sites. Human B-ALL cell lines were stained overnight with the primary antibody against Gal9 (cat# ab69630, Abcam, 1:500 dilution), Tim-3 (cat# ab47997, Abcam, 1:50 dilution), and CD20 Ab-1 (cat# MS-340-S0, Thermo Fisher Scientific, 1:200 dilution). After 24 h of primary antibody incubation, cells were incubated with secondary antibodies (Goat anti-Rabbit IgG (H + L) Highly Cross-Absorbed Secondary Antibody AlexaFluor-488, cat# A11034, Invitrogen/Donkey anti-Goat IgG (H + L) Highly Cross-Absorbed Secondary Antibody AlexaFluor-568, cat# A11057, Invitrogen/Goat anti-Mouse IgG (H + L) Highly Cross-Absorbed Secondary Antibody AlexaFluor-635, cat# A31574, Invitrogen) each at a 1:100 dilution. Cells were then washed with 1X PBS, followed by 3 washes with 1X Tris Buffer Saline (TBS). After washing, cells were mounted with ProLong Gold mounting media containing DAPI (cat# P36941, Invitrogen). Images were captured using the Olympus FV1000 microscope.

### RNA-sequencing

RNA was purified for each sample using the RNeasy Mini Kit (Qiagen) and 200–500 ng of total RNA was used as input for the Stranded mRNA-Seq kit with PolyA capture beads (cat# KK8420, KAPA Biosystems) to generate RNA-seq libraries according to the manufacturer’s instructions. Final libraries were quality checked on a Bioanalyzer (Agilent) and sequenced on a NextSeq500 using PE75 chemistry at the NYU Genome Technology Center.

### Read alignments, gene sets, and PCR duplicates

With an experimental design that employed single replicates, the typical differential expression methods to estimate statistical significance (such as p-value or FDR) were meaningless. Thus, we used the usual practice of analyzing fold changes of genes in a pairwise manner and integrated our results by intersection approaches.

Here, in the absence of replicates, gene expression changes were determined among the phenotypic groups using a published non-parametric statistical method, Gene Integrated Sample Profile Analysis (GISPA; Kowalski et al., Nucleic Acid Research). This method is designed for three or more group comparisons with as few as one replicate per group. GISPA produces ranked gene sets within the context of an a priori specified molecular profile such as genes with increased expression specific to a group or phenotype. In the GISPA method, gene sets are formed by applying a change point model (CPM) that is defined by successive differences in variances in the distribution of transformed between-genes, within-feature profile percentiles. Because of the interpretation of these profile statistics, gene sets are ranked according to those that most satisfy the profile (change point 1), next most (change point 2) and so forth. Hence, for each comparison performed, gene set in the topmost change points (1 and 2), supporting the increased (up-regulated) and decreased (down-regulated) expression profiles in the sample group of interest (when compared to the other two groups) within each cell line were selected. Additionally, we can estimate the statistical significance of gene sets in characterizing a phenotype (or group) by gene randomization; however, such tests would not be appropriate to apply on data without replicates. We know that this is the biggest limitation of our study and we tried to mitigate the false discovery rate using non-parametric methods applicable to such experimental design with added support to the identified genes through experimental testing and validation via qPCR analysis.

Additional Notes: The data were mapped to the hg38 version of the human genome using STAR with the default parameters. Only uniquely mapped reads were used for additional analysis. GISPA was used to identify the gene-sets within the phenotypic cell lines. Gene sets were identified using the multiple change-point model (CPM) to successive differences in -log10 transformed within Feature Profile Statistics for the gene expression data using the ‘change point’ Bioconductor package. In the absence of biological replicates per group, we considered genes with reasonable coverage (CPM > 0.1) in all samples. 

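In the 12 libraries, 10905 of the 13196 genes with a symbol had an RPKM above 0.1 in every library. The paper gives its filter in CPM, which is not scaled to gene length, so the filters are not the same and were not compared. With the filter at 0.1 RPKM in every library, limma called 628 genes higher and 1237 lower for the difference of the ACM effect with MTX. A filter on every library removes genes that are near 0 in some conditions, such as CDH2 in REH cells.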

Due to our low sample size, we also adjusted our p-value threshold to 0.01 to increase the stringency of our results. PCR duplicates were marked using the MarkDuplicates function in PICARD.

A Bonferroni correction test was used to validate that the significance of *LGALS9* (the gene encoding Galectin-9). Other candidates tested included ST3GAL6, LGALSL, LGALS1, LGALS3BP, LGALS8, CD44, CD69, ICAM1, ICAM2, ICAM3, ICAM4, ICAM5, PCDH1, PCDHGC3, PCDH9, CDH24, CDH2, ITGA4, and ITGB1BP1.

### Differential gene expression analysis

The raw count expression data were normalized and rlog transformed using DESeq2^78^. Genes with zero or low expression count were filtered out prior to normalization. There may be a slight chance to filter out potential lowly expressed genes with low expression in one condition and negligible expression in other two conditions; however, in the absence of biological replicates per group, we considered genes with reasonable coverage (CPM > 0.1) in all samples (*n* = 27). Gene expression changes were determined among the phenotypic groups following GISPA method^79,80^, which is designed for multiple group comparisons with as few as single sample per group. For each comparison, under the default settings, gene set in the topmost change points one and two, supporting the increased (up-regulated) and decreased (down-regulated) expression profiles in the sample group of interest (when compared to the two groups) within each cell line were selected. Candidate genes characterizing the groups of interest (ACM and ACM + MTX) in B-ALL cell lines are displayed using unsupervised hierarchical clustering with 1 minus pearson correlation distance and average linkage method in R heatmap.2 function. PCA plot from expression matrix and and dot plot of enriched GO sets were generated using custom scripts in R.

### External data validation analysis

All clinical and mRNA-seq expression data for Acute Lymphoblastic Leukemia (ALL) Phase II project was downloaded from the TARGET Data Matrix Portal (TARGET Data Matrix Portal: https://ocg.cancer.gov/programs/target/data-matrix; NIH and NCI; accessed in June 2017). Phase II is comprised of tumors from pediatric patients, most who experienced an early bone marrow relapse within 4 years of initial diagnosis. Both primary (n = 137) and recurrent (n = 65) pediatric bone marrow or peripheral blood tumors collected at diagnosis with available clinical and Level 3 expression raw counts from British Columbia Cancer Agency (BCCA) sequencing center were obtained. The data was DESeq2 normalized and log2 transformed^81^. The ensemble genes were annotated using the GenCode v19 reference annotation. To analyze the effect of each individual gene in the recurrent cohort on clinical outcome, we used the median (50^th^ percentile) based cut point to separate the patients into high expression vs low expression. Kaplan Meier Survival curves were used to test the association of the *LGALS9* expression categories and Event Free Survival (EFS). The events of interest were relapse, death due to any cause, induction failure, progression or SMN. A log-rank test was used to compare the two expression groups and the median survival time for each of the groups was reported. Similar analysis was conducted for *HAVCR2*. Survival Analysis was performed using CASAS software^82^.

### shGal9 transduction (From Sigma, SHCLNG-NM_002308)

Galectin-9 knockdown in human B-ALL cell lines was achieved using the following protocol: 1ug of target DNA (pLKO.1-shGal9) was mixed with 0.25 ug pMD2-G (envelope DNA) and 0.75ug psPAX2 packaging plasmid. Plasmids were mixed with Fugene 6 and incubated for 20 min at room temperature. DNA and lipid complexes were added to HEK293 cells, and media was changed after 24 h of transfection. Viral particles were collected at 24 and 48 h. Viral particles were pooled and used to transduce human B-ALL cells. Briefly, 6-well plates were coated with retronectin (Takara Bio, cat.# T100A/B) overnight at 4 °C. Plates were then removed and washed with PBS before adding B-ALL cells. Empty vector or viral particles were added to each well and spin-infected for 2 h at 1200 rpm (274 G). Proteins were collected after 72 h postinfection, and western blot analysis was performed to validated GAL-9 knockdown. The shRNA information is included below:

pLKO.1-puro based lenti-viral vector

443 sequence: TRCN0000057443

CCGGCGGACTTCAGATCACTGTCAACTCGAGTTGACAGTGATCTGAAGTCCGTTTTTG

847 sequence: TRCN0000381847

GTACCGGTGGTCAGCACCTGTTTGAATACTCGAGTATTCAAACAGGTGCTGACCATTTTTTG

### Human Samples

De-identified diagnosis-obtained cryopreserved primary B-ALL cells were obtained for 26 pediatric patients through the Aflac Cancer and Blood Disorders Center Leukemia and Lymphoma Biorepository (protocol number IRB00034535). De-identified age- and sex-matched healthy cryopreserved PBMCs were obtained from the Children’s Healthcare of Atlanta and Emory University’s Children’s Clinical and Translational Discovery Core (protocol number IRB00089506). Informed consent for the inclusion of samples in the biorepositories are required prior to banking and distribution. The use of human samples for this study received an IRB exemption from the Emory University Institutional Review Board given that our usage of de-identified samples does not meet the definition of research with “human subjects” or “clinical investigation” as set forth in Emory policies and procedures and federal rules.

### Statistics

Student’s *t*-Test and ANOVA tests were performed when comparing 2 and 3 groups, respectively. Significance for survival and correlation analyses was determined using Log-rank and Pearson’s tests, respectively. All statistical analyses were performed using graph pad prism software (version 9.1.1).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The datasets generated during and/or analyzed in the current study are available from the corresponding author on reasonable request (for Table 1 and Fig. 4). The raw data and processed RNA-seq data used in this study are deposited in the GEO repository under accession number GSE183062 and can be accessed without restrictions (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183062). Source data are provided with this paper. All clinical and mRNA-seq expression data for Acute Lymphoblastic Leukemia (ALL) Phase II project was downloaded from the TARGET Data Matrix Portal (TARGET Data Matrix Portal: https://ocg.cancer.gov/programs/target/data-matrix; NIH and NCI; accessed in June 2017). Patient derived *LGALS9* (GAL-9) and *HAVCR2* (TIM-3) gene expression levels were determined using the St. Jude Cloud Pecan Bioportal (https://pecan.stjude.cloud/). The expression of *LGALS9* and *HAVCR2* in normal B-cells was determined using The Genotype-Tissue Expression (GTEx) project - GTEx Portal (https://www.gtexportal.org/home/). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

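RNA from REH and RCH-AcV cells in RPMI, SCM or ACM, with and without MTX, gave 12 libraries with 1 library per condition, and each library was assigned to its line, medium and drug state from the sample labels and the paper. The authors made stranded, poly(A)-selected libraries, aligned paired reads to hg38 with STAR, kept uniquely mapped reads, marked PCR duplicates with PICARD and deposited RPKM values to 3 decimals for 13198 genes that they call detected. The rule for a detected gene, the counting tool, the gene lengths and the use of strand are not given in the sources used here. The paper analysed counts with the rlog transformation and with GISPA, and neither was repeated here. RPKM values are scaled to the total of each library, so a change of a large share of the genes can shift the others. Left out were 2 entries with no gene symbol (0.0152% of the table), and 88 genes were listed at 0 in every library.
Log2(RPKM + 1) was computed for the remaining genes, and 10353 genes with a mean RPKM of at least 1 over the 12 libraries were compared. Differences on this scale understate the change of low genes. Distances, principal components (centred, not scaled), clustering (1 minus Pearson correlation, average linkage), counts of genes at least 1.5-fold higher or lower in 1 medium than in both others, and correlations over genes are descriptions of single libraries with no replicate check and no p-value. Medians of gene lists are given with their percentile among 10000 random lists of the same size matched on mean expression in 20 bins. LGALS9 and the other genes of Table 2 were tested with a two-sided exact permutation test over the 81 ways to pick the ACM library within the 4 combinations of line and drug state. Tests across genes used limma 3.58.1 in R 4.3.3 with a trend of the variance and Benjamini-Hochberg adjustment at 0.05. In these tests the 4 combinations of line and drug state, or the 6 combinations of line and medium for the effect of MTX, were blocks that stood in for replicates, so a call says that a difference was alike across combinations. The interaction with MTX used the 2 lines in place of replicates and the interaction with the line used the 2 drug states. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
On simulated data with 200 of 10353 genes raised or lowered by 1 (log2), limma recovered 95% of them for ACM against the mean of RPMI and SCM, 93.5% for ACM minus RPMI, 91% for ACM minus SCM, 95.5% for SCM minus RPMI, 94.5% for MTX, 74.5% for the interaction with MTX and 54% for the interaction with the line. Unchanged genes that were called numbered 15, 7, 18, 11, 13, 5 and 12 in the same order, which for some tests is above the nominal 5% of calls.
Relative depth was taken from the steps between low RPKM values. It was checked by the share of odd read numbers, which was between 45.3% and 58.2% in each library and so excludes a depth wrong by a factor of 2. Of 400 genes of moderate RPKM, 170 came out as whole reads in all 12 libraries, and 0 did after noise of 2% was added. The absolute depth used exon lengths of GENCODE v44, with 43.0% of 86 genes with 1 or 2 transcripts within 10% of it. Because whole reads were not recovered for most genes, no count test was run.
The named genes are those the paper names for these libraries, with HAVCR2, the 5 highest and 5 lowest by the weakest difference over both media and lines with MTX and without, the 5 highest and 5 lowest called by each limma test with the same direction in every block, and up to 3 members of each gene list by absolute median, and the results of some genes under this rule are not reported here. The design, this rule, the gene lists and the other settings were fixed before the data were examined, but after the tables of the paper were read. The other settings were a pseudocount of 0.1, no filter, a mean RPKM of at least 5, an RPKM above 0.1 in every library, median-ratio scaling, quantile normalization, unit variance for principal components and clustering, a 2-fold threshold, the top 200 genes each way, RPMI or SCM alone as the reference, list genes past the filter only for the tallies of Tables 1 and 2, limma without trend or with robust variance, line and drug as separate terms, and each combination left out in turn. Chosen only after values were seen were the comparison of the response to MTX between media, its slope, the ratio of distances, the median of p53 targets as a main result, the tolerance of 0.1 for signed values, and the gene CDKN1A. LGALS9B, which the rule does not name, was added as a near-identical copy of LGALS9. Cell surface staining, quantitative PCR, mouse and patient data were not used here.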

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

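Chosen only after the result was seen were all the tests of the smaller response to MTX in ACM except that of gene length and GC content, and the test of LGALS9 against that response. The tests of other splits of the libraries and of LGALS9B were chosen before.
The ACM effect differed with MTX for 1690 genes in limma. Of 32 ways to swap the drug states, only the real one (1 of 32) gave as many, and the highest of the others gave 394 genes, so chance can be excluded at 0.05. The 2 lines stand in for replicates here. The difference goes with a smaller response to MTX in ACM. The slope of the response in ACM on that in RPMI was 0.26 in REH cells and 0.22 in RCH-AcV cells, against 0.90 and 0.84 for SCM on RPMI. In a comparison that shares no library, the difference between ACM and SCM with MTX was inversely related over genes to the response in RPMI, with Pearson's r = -0.80 in REH cells and -0.78 in RCH-AcV cells (Spearman's rho = -0.74 and -0.75).
The tables argue against several technical explanations. The deepest REH library with MTX had 1.06 times the depth of the shallowest, and in RCH-AcV cells with MTX the relative depths were 1.25, 1.05 and 1.04 in RPMI, SCM and ACM. After quantile normalization the slope for ACM was at most 0.289 of that for SCM, and after a fit on gene length and GC content it was at most 0.301 (95.3% of the genes had both values). The share of RPKM in the top 10 genes differed by at most 1.13 times between media with MTX. If the ACM libraries with and without MTX had been exchanged, p53 targets would be high in the ACM library labelled without MTX, but their median difference there was -0.23 in RCH-AcV cells and -0.00 in REH cells.
A candidate explanation is a less effective drug in ACM, which in its simplest form predicts a scaled-down copy of the response. The lowest correlation over genes of the response in ACM with that in RPMI or SCM was 0.52. Between SCM and RPMI it was 0.90 in REH cells and 0.93 in RCH-AcV cells. These correlations do not decide, because a scaled-down copy with the same noise would correlate less too, and its expected value was not computed. Among genes that changed 2-fold in RPMI, the median ratio of the response in ACM to that in RPMI was 0.016 for p53 targets and 0.252 for other genes in REH cells, and 0.174 and 0.218 in RCH-AcV cells. Proliferation genes had a median response of 0.55 in ACM (19 of 20 genes higher) and -0.20 in RPMI in REH cells, and of -0.35 and -0.69 in RCH-AcV cells. For chaperones of the endoplasmic reticulum the medians in ACM and RPMI were -0.31 and -0.37 in REH cells and -0.32 and -0.58 in RCH-AcV cells. The REH values depart from a uniform copy. In RCH-AcV cells these lists changed in the same direction in both media and less in ACM, but they were not scaled down alike. There the median rise of the p53 targets was 0.35 in ACM and 1.93 in RPMI. For amino acid response genes of ATF4 it was 0.01 and 0.60. A uniform copy was thus not met in RCH-AcV cells either. A loss of the p53 response alone cannot be told apart from a wider loss, because genes outside the p53 list can depend on p53 too. A less effective drug cannot be told apart from other causes, because how each list responds to a lower dose was not measured. This hypothesis was found and tested on the same libraries. Whether less MTX acts, the medium supplies what the drug depletes, or fewer damaged cells remain cannot be separated with these libraries, and ACM, SCM and RPMI also differ in their base medium. A protection of the cells, as the paper proposes, stays open and was not tested.
The p53 targets stood out in data the paper does not discuss. The median rise of 24 of them with MTX was 2.33 (log2) in RPMI and 2.34 in SCM in REH cells and 0.06 in ACM, and it was 1.93, 2.10 and 0.35 in RCH-AcV cells. All 24 rose in RPMI and SCM in both lines, and 13 and 21 rose in ACM. The median lay at percentile 100 among matched random lists in RPMI and SCM in both lines and also in ACM in RCH-AcV cells, and at 81.43 in ACM in REH cells. Of the 24 genes, GADD45A and PHLDA3 are also in Table 1. CDKN1A, which was chosen after its values were seen, was at 136 RPKM in RPMI, 131 in SCM and 33.0 in ACM in REH cells with MTX, and at 155, 169 and 21.5 RPKM in RCH-AcV cells.
For LGALS9 the ACM effect with MTX differed from that without by -0.62, a difference between the drug states. The limma adjusted p was between 0.032 and 0.061 over the settings, and it was above 0.05 with no filter on low values (0.061) and after median-ratio scaling (0.051), so the call depends on these settings while the sign was negative under all of them. Uniquely mapped reads of LGALS9B were few, as LGALS9B was at most 0.0121 of LGALS9. Reads that match both genes equally had been removed, so this ratio does not measure how many reads LGALS9 lost. The smallest rise of LGALS9 with MTX in RPMI and SCM was 0.32. In ACM its value with MTX was 0.938 times that without in REH cells and 0.886 times in RCH-AcV cells. The counting error of 1 library at the lowest value was 4.8% or 8.7%, depending on the gene length. These falls between single libraries thus cannot be told from no change or a small rise. Whether LGALS9 follows the smaller response to MTX in ACM cannot be told apart from an effect on LGALS9 itself, because the difference between the drug states is made of these same changes, and a smaller response alone would give a small rise in ACM. The paper's measurements of surface protein are not addressed by these values.
CPT1A, which the paper does not discuss, was higher in ACM than in the mean of RPMI and SCM by 1.25, and its limma adjusted p stayed between 0.00032 and 0.043 over all settings, each combination left out included. Of 81 ways to pick the ACM library, only the real one called as many as 2 genes, and the highest of the others called 1. Chance can thus be excluded at 0.05 for the 2 called genes as a set only in the fit reported, where the splits were run. With no filter on low values the real split called 1 gene too. The fatty acid list that holds CPT1A lay at percentiles 100 and 99.91 in REH and RCH-AcV cells without MTX, but at 85.44 and 35.89 with MTX, so a source in fatty acids of the medium cannot be told apart from other effects on CPT1A, because the members went both ways with MTX.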

How the results depend on the processing

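The alternatives were chosen at the start, whereas the tolerance of 0.1 for signed values, the slope of the response to MTX, the ratio of distances and the p53 median were chosen only after values were seen. Of the comparisons of main results with an alternative, 387 stayed within the limits used, 41 moved past them and 1 reversed. The limits were 1.5 times for counts, percentages and ratios, 0.1 for signed values with no test, and the same direction and side of 0.05 for values with a test, whatever their size. Of those of other results, such as single genes, 259 stayed within the limits, 23 moved and 13 fell short of the threshold in the same direction. Part of the comparisons of main results could not move. A filter leaves the values of LGALS9, the p53 median and the tallies of Tables 1 and 2 unchanged. Except where stated, the cause was not tested. Replicates could not be paired by number, since each condition has 1 library, and the combinations of line and drug state or of line and medium served as blocks.
The medium set apart on the first principal component was the same under all alternatives tried. The ratio of the nearer ACM distance to the distance between SCM and RPMI stayed between 0.931 and 0.980 in REH cells and 0.780 and 0.825 in RCH-AcV cells without MTX, and between 1.80 and 1.92 and 2.13 and 2.65 with MTX. The slope of the response in ACM on that in RPMI stayed between 0.25 and 0.28 in REH cells and 0.20 and 0.23 in RCH-AcV cells.
Counts of genes specific to ACM in both lines depended on the threshold and on low values. Without MTX, 1 gene was higher and 1 lower. The counts were 10 and 2 with a pseudocount of 0.1, 0 and 0 at 2-fold, and 34 and 12 among the top 200 genes each way. After median-ratio scaling 2 were higher, and 0 were lower with a mean RPKM of at least 5 or with an RPKM above 0.1 in every library. With MTX, 60 higher became 98 with a pseudocount of 0.1, 102 after median-ratio scaling, 102 after quantile normalization and 6 at 2-fold. The 300 lower became 541 with a pseudocount of 0.1, 181 with a mean RPKM of at least 5, 91 at 2-fold and 103 among the top 200, and it was 228 after median-ratio scaling and 223 after quantile normalization.
The number of Table 2 genes higher in ACM than in both media in both lines with MTX, 3 of 20, became 5 after median-ratio scaling and 6 after quantile normalization.
Without MTX the correlation of the ACM effect between lines against RPMI alone was 0.028 (Pearson) and reversed to -0.057 (Spearman), and against SCM alone Spearman's rho was 0.21. With MTX Pearson's r stayed between 0.68 and 0.76.
In clustering with MTX over genes specific to ACM in both lines, the ACM libraries of the lines joined (1), but not with a pseudocount of 0.1 (0). Over genes specific in either line they joined only with genes scaled to unit variance (1). Without MTX, over genes specific in either line, ACM joined SCM first in 0 lines, but in 1 line with a mean RPKM of at least 5 or an RPKM above 0.1 in every library. Over all genes no tree changed.
For ACM against the mean of RPMI and SCM, limma called 2 genes higher, but 1 with no filter, 6 higher and 1 lower with a mean RPKM of at least 5, and 4 higher with line and drug as separate terms. With each combination left out in turn the number ranged from 1 to 2, and it was 1 without REH with MTX or RCH-AcV with MTX. For ACM minus RPMI it ranged from 0 to 1 and for ACM minus SCM from 0 to 2, with 0 in both without either RCH-AcV combination and 1 for ACM minus SCM without REH with MTX. With a combination left out fewer libraries enter the fit. SCM minus RPMI and the interaction with the line called 0 genes in limma under all alternatives run, where 369 and 321 genes had an unadjusted p under 0.05 in the fit reported. The change of the ACM effect with MTX is part of the error of both tests, so 0 calls do not show that a difference is absent. With a mean RPKM of at least 5, which tests fewer genes, limma called 559 genes lower for the interaction with MTX and 1450 higher for MTX. The split of the 1690 calls, 600 higher and 1090 lower, became 884 and 842 after median-ratio scaling and 861 and 731 after quantile normalization, and 1442 and 1222 of the 1690 genes were called again. For MTX, 3881 and 3313 of the 4526 genes were called again. These scalings move the median of all genes. The response to MTX in RCH-AcV cells shifted by -0.13 in RPMI and -0.11 in SCM after median-ratio scaling and by -0.18 and -0.17 after quantile normalization, and that in REH cells in SCM by -0.11 after quantile normalization, so directions of single genes with small changes depend on the scaling.
The median ACM effect of the p53 targets with MTX was -2.29 and -1.95 in REH and RCH-AcV cells, and with a pseudocount of 0.1 it was -2.41 and -2.22. For LGALS9 in RCH-AcV cells with MTX the ACM effect was -0.42 and became -0.31 after median-ratio scaling. With each combination left out, its mean over combinations lay between -0.30 and -0.05, and the exact permutation p between 0.19 and 0.81. It was -0.05 without REH with MTX and -0.09 without RCH-AcV with MTX, and -0.26 without REH without MTX. Depth differed little, with 0.919 to 1.25 times the approximately 10200000 reads of the reference library, and it limits the precision of genes with low RPKM most.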

Differences from the paper's values

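The paper states a filter on low values over 27 samples, whereas 12 libraries were used here. Nothing in the settings changes this number.
The paper's Fig. 4 shows a share for the first principal component of about 54% in REH cells and about 58% in RCH-AcV cells without MTX and about 66% and about 71% with MTX, read by eye. The values here were 55.8%, 66.3%, 84.8% and 87.9%, and those with MTX were well above the paper's. None differs by more than 1.5 times, but this is no test of agreement. With 3 libraries the first of 2 components always holds the larger share, so with MTX that limit could hardly be passed. The second component held 15.2% in REH cells and 12.1% in RCH-AcV cells with MTX. With genes scaled to unit variance, which was set before the data were examined, the values were 53.8%, 59.0%, 67.7% and 73.8%.
For the first component without MTX, the RPMI library was set apart in both lines, whereas the paper describes ACM as unlike a similar pair of RPMI and SCM. The paper refers to its principal components and cites its heatmap for this. Its methods state that the heatmap displays candidate genes for ACM, so that set of genes is unlike the one used for the component here. RPMI and SCM paired in each line over the 46 genes specific to ACM in either line, but that order follows from how these genes were chosen, and in RCH-AcV cells ACM joined SCM over the 29 genes chosen with a mean RPKM of at least 5 and over the 41 chosen with an RPKM above 0.1 in every library.
Of the genes that the paper lists as upregulated in ACM with MTX in Table 1, 17 of the 29 found were higher than both media in both lines and 5 were lower (ODF2L, TSC1, HLA-E, RHNO1 and GPR137C). After quantile normalization 18 were higher. Of those listed as downregulated, 16 of the 22 found were lower and RAN, MOGS and RHEB were higher. After median-ratio scaling or quantile normalization 14 of 22 were lower, and with only the 17 genes past the filter 11 were. The direction of the table was met by most of the genes found in each column, while 8 of the 37 genes printed as upregulated were not found.
The paper lists 20 genes as upregulated in Table 2, and 3 of 20 were higher in ACM than in both media in both lines with MTX, 5 were lower and 12 were mixed. After median-ratio scaling 5 were higher and after quantile normalization 6 were. LGALSL, LGALS3BP and ITGA4 had the direction of the table.
The paper describes LGALS9 as induced in ACM. Besides these libraries it reports higher gene and surface expression in each B-ALL line tested. Its quantitative PCR used cells cultured for longer in the media, and its methods name no MTX for it. The libraries here cover 2 lines at 48 h and do not address those measurements. The paper describes GISPA on raw counts after the rlog transformation, not on RPKM values, and neither step was repeated here. The labels for medium and drug were taken as given. With MTX LGALS9 was lower in ACM than in both RPMI and SCM in both lines. The ACM effects were -0.55 in REH cells and -0.42 in RCH-AcV cells. Of the settings set before the data were examined, only median-ratio scaling and quantile normalization could change this order, and neither did. Without MTX the ACM effect was 0.07 in REH cells, where ACM lay between the other media, and 0.20 in RCH-AcV cells, where ACM was above both.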

Other observations

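Chosen only after the result was seen were the tests of Table 1 genes against the response to MTX, of fatty acid response genes and of TNF and NF-kB targets. The gene lists were written at the start.
Other splits of the libraries bear on the counts of called genes. For ACM against the mean of RPMI and SCM, 1 of 81 splits called as many genes as the real one. For ACM minus SCM it was 1 of 100 and for MTX 1 of 32, so chance can be excluded for these counts in the fit reported. For both contrasts with ACM the margin was narrow, as 2 genes were called and the highest of the other splits called 1. For ACM minus RPMI it was 5 of 100, and chance cannot be excluded. For SCM minus RPMI, 100 of 100 splits, and for the interaction with the line, 32 of 32, called at least the 0 genes of the real split, which says nothing of an effect (limma, 369 and 321 genes at an unadjusted p under 0.05).
The genes of Table 1 may have been selected because their response to MTX is smaller in ACM. In RPMI, the upregulated genes fell with MTX, with medians of -0.42 in REH cells and -0.24 in RCH-AcV cells at percentiles 0 and 0.01 among matched random lists, and the downregulated genes rose, with medians of 0.50 and 0.73 at percentiles 99.92 and 100. Because the genes were chosen by the paper on these libraries, this hypothesis cannot be told apart from their selection.
If fatty acids in the medium acted on the cells, the median of fatty acid response genes would lie above the 95th percentile of matched random lists in all 4 combinations, and it did not. Their median ACM effect was 0.31 in REH cells and 0.17 in RCH-AcV cells without MTX (percentiles 100 and 99.91), but 0.17 and -0.06 with MTX (percentiles 85.44 and 35.89). Of the 15 genes, 8 passed the filter, and CPT1A, SLC25A20 and PLIN2 had the largest median ACM effects of 1.23, 0.34 and 0.30. The paper's differentiation medium held oleate, and carry-over of oleate was not tested.
The same was asked of TNF and NF-kB targets for TNF in the medium, and it was not met either. The median ACM effect was 0.07 and 0.17 without MTX (percentiles 97.19 and 100) but -0.40 and -0.97 with MTX (percentiles 0.27 and 0) in REH and RCH-AcV cells. The list also rose with MTX in RPMI, by 0.58 and 1.20, so an action of TNF cannot be told apart from the smaller response to MTX in ACM. Its members with the largest median effects were CYLD at -0.37, JUNB at -0.30 and RELB at -0.29.
The other lists are given as values, as medians of the ACM effect with percentiles. Interferon targets, a list that holds LGALS9, had -0.02 (15.46) in REH cells and 0.06 (95.83) in RCH-AcV cells without MTX, and -0.13 (33.76) and -0.64 (0) with MTX, with median effects of -0.42 for STAT2, -0.38 for HERC6 and -0.35 for OAS3. Sterol synthesis genes had -0.34 (0) and -0.18 (0) without MTX, with 0 of 17 and 1 of 17 higher, and 0.04 (80.48) and 0.15 (99.37) with MTX. Among the largest median effects were -0.34 for FDFT1 and -0.29 for STARD4. Fatty acid synthesis genes had 0.00 (56.07) and -0.07 (20.09) without MTX and 0.14 (84.70) and 0.32 (99.91) with MTX, with median effects of 0.48 for FASN and 0.40 for ELOVL6 but -0.27 for SREBF1. Amino acid response genes of ATF4 had 0.13 (99.99) and 0.07 (99.05) without MTX and -0.45 (0) and -0.59 (0) with MTX, with ATF3 at -1.55.
Chaperones of the endoplasmic reticulum had -0.00 (57.38) and -0.01 (71.38) without MTX and 0.13 (74.17) and 0.21 (98.80) with MTX. Proliferation genes had -0.19 (0) and 0.07 (99.79) without MTX, opposite signs in the lines, and 0.49 (99.98) and 0.23 (98.41) with MTX, with median effects of 0.50 for PLK1 and 0.34 for CCNB1 but -0.33 for MKI67. Replication genes had -0.19 (0) and -0.04 (53.10) without MTX and -0.17 (0.03) and -0.20 (0) with MTX. Hypoxia and glycolysis genes had 0.07 (98.72) and -0.14 (0.13) without MTX and 0.06 (77.64) and 0.09 (89.13) with MTX. Folate pathway genes had -0.03 (18.28) and -0.03 (45.39) without MTX and 0.09 (66.37) and 0.08 (77.79) with MTX. The p53 targets had -0.00 (44.02) and -0.23 (0) without MTX and percentile 0 in both lines with MTX. Upregulated genes of Table 1 had percentiles 67.73 and 41.72 without MTX and 99.99 and 100 with MTX. Downregulated genes had 8.84 and 63.32 without MTX and 0.78 and 0.45 with MTX. Those of Table 2 had 99.75 and 69.04 without MTX and 84.28 and 36.42 with MTX. These percentiles cover the list genes past the filter. The lists share few genes, among them MTHFD2 and SHMT2 of the ATF4 and folate lists and TYMS of the replication and folate lists. The study also picked SDF2L1 (chaperones), LIG1 (replication) and ICAM1 (TNF) in its tables. No biological explanation of these lists was tested.
HAVCR2, which encodes the galectin-9 receptor TIM-3, was at 0.036 to 0.198 RPKM over the 12 libraries, too low to compare between media at this depth.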
